# A dominant negative *Kcnd3* F227del mutation in mice causes spinocerebellar ataxia type 22 (SCA22) by impairing ER and Golgi functioning

**DOI:** 10.1002/path.6368

**Published:** 2024-11-19

**Authors:** Hao‐Chih Hung, Jia‐Han Lin, Yuan‐Chi Teng, Cheng‐Heng Kao, Pei‐Yu Wang, Bing‐Wen Soong, Ting‐Fen Tsai

**Keywords:** spinocerebellar ataxia type 22, KCND3, dominant negative mutation, Purkinje cells, endoplasmic reticulum and Golgi, trafficking defect

## Abstract

Spinocerebellar ataxia type 22 (SCA22) caused by *KCND3* mutations is an autosomal dominant disorder. We established a mouse model carrying the *Kcnd3* F227del mutation to study the molecular pathogenesis. Four findings were pinpointed. First, the heterozygous mice exhibited an early onset of defects in motor coordination and balance which mirror those of SCA22 patients. The degeneration and a minor loss of Purkinje cells, together with the concurrent presence of neuroinflammation, as well as the previous finding on electrophysiological changes, may all contribute to the development of the SCA22 ataxia phenotype in mice carrying the *Kcnd3* F227del mutant protein. Second, the mutant protein is retained by the endoplasmic reticulum and Golgi, leading to activation of the unfolded protein response and a severe trafficking defect that affects its membrane destination. Intriguingly, profound damage of the Golgi is the earliest manifestation. Third, analysis of the transcriptome revealed that the *Kcnd3* F227del mutation down‐regulates a panel of genes involved in the functioning of synapses and neurogenesis which are tightly linked to the functioning of Purkinje cells. Finally, no ataxia phenotypes were detectable in knockout mice carrying a loss‐of‐function *Kcnd3* mutation. Thus, *Kcnd3* F227del is a dominant‐negative mutation. This mouse model may serve as a preclinical model for exploring therapeutic strategies to treat patients. © 2024 The Author(s). *The Journal of Pathology* published by John Wiley & Sons Ltd on behalf of The Pathological Society of Great Britain and Ireland.

## Introduction

Spinocerebellar ataxia (SCA) encompasses a highly heterogeneous group of dominantly inherited neurological disorders that are characterized by their clinical, pathological, and genetic diversity. The hallmark of SCA is the progressive degeneration of cerebellar function, often accompanied by varying degrees of impairment across other neurological systems [1]. The world‐wide prevalence of SCA is approximately three cases per million individuals. Over 40 genetic types of SCA have been identified, each associated with distinct genetic mutations, such as glutamine‐encoding CAG repeat expansions (polyQ), DNA rearrangements, missense mutations, and insertions or deletions [2]. While the causative genes of SCA exhibit genetic heterogeneity, the affected cellular processes are largely similar and primarily involve dysfunction of Purkinje cells, which leads to reduced intrinsic firing and subsequently motor defects [2, 3].

Purkinje cells are distinct from other types of neurons. Anatomically, Purkinje cells serve as single output neurons. They receive and integrate excitatory signals from parallel fibers and climbing fibers, as well as inhibitory signals from interneurons. These cells then transmit inhibitory signals to GABAergic inputs in the deep cerebellar nuclei [2, 3]. Morphologically, the dendrites of Purkinje cells are remarkably extensive and branched. Physiologically, Purkinje cells function as fast pacemakers and fire spontaneous action potentials at a high frequency in a manner that is coordinated by numerous ion channels. Sodium channels within the axon initial segment govern the simple spike of an action potential and are critical for sustained firing, while dendrite calcium channels control complex firing and sustained pacemaking. Dendrite and axon potassium channels participate in spike frequency filtering [4, 5, 6]. Dysfunction of these ion channels often leads to the development of neurodegenerative diseases, a condition referred to as channelopathy.

*KCND3* (potassium voltage‐gated channel subfamily D member 3) is the disease gene of SCA19 and SCA22. In 2012, *KCND3* mutations, including T352P, M373I, and S390N, were discovered and assigned to SCA19 [7]. Meanwhile, the *KCND3* mutations of F227del, V338E, G345V, and T377M were assigned to SCA22 [8]. Since then, more mutations within the *KCND3* gene have been found to be associated with SCA, including A293Fdup, C317Y, P375S, G384, L45P, and P614S. Notably these mutations are located within the 5' region of the *KCND3* gene and seem to reduce channel activity and ion conductance [7, 8, 9, 10, 11]. The *KCND3* gene encodes Kv4.3, which is an alpha subunit of the Shal family of A‐type voltage‐gated potassium channels and plays a vital role in the repolarization phase of action potentials in excitable cells [8]. In mammals, Kv4.3 is highly expressed in the brain and cerebellum, in particular in Purkinje cells, granule cells, Lugaro cells, stellate cells, and basket cells [12, 13]. Similar to other voltage‐gated potassium channels, Kv4.3 assembles as a homotetramer or, alternatively, as a heterotetramer with other channels belonging to the Shal subfamily. Each alpha subunit is composed of six transmembrane segments (S1–S6) along with a re‐entrant loop that connects S5 and S6. The voltage‐sensing domain is formed by S1–S4, while the ion‐selective pore is formed by S5, S6, and the re‐entrant loop [14]. The *KCND3* F227del mutation was originally found in Taiwanese and French families [8]. The amino acid at the 227th residue, namely phenylalanine (F), is located within the S2 transmembrane domain of Kv4.3. This domain is conserved between Kv4 and Kv1 channels, implying that integrity of this region plays a crucial role in maintaining the normal functions of the channel. Previous *in vitro* experiments have indicated that the *Kcnd3* F227del mutation reduces the potassium current, possibly due to endoplasmic reticulum (ER) retention of the Kv4.3 mutant protein [8, 15]. However, the *in vivo* molecular mechanism has remained elusive. Here, we establish a knock‐in (KI) mouse model that carries the *Kcnd3* F277del mutation to elucidate the pathogenesis and molecular mechanism of the phenotype caused by this mutation.

## Materials and methods

### The *Kncd3* F227del knock‐in (KI) and knockout (KO) mice

The KI allele of *Kcnd3* F227del was generated by homologous recombination, originally in the B6N ES cell background, and later the line was backcrossed with C57BL/6J mice (supplementary material, Figure S1A–D). Only congenic mice (*N* > 10) were used. The *Kcnd3* KO null allele was generated using the CRISPR/Cas9 system in the C57BL/6J background; the founder mice were bred with C57BL/6J mice for four generations to eliminate any potential off‐target effects. All mice were housed in a specific pathogen‐free facility with a 12/12 h light/dark cycle at a controlled temperature (20–22 °C) at the Laboratory Animal Center, National Yang Ming Chiao Tung University. All of the animal protocols used adhered to the recommendations outlined in the ‘Guide for the Care and Use of Laboratory Animals’ (National Academy Press, Washington, DC, USA). The Institutional Animal Care and Use Committees of the National Yang Ming Chiao Tung University approved this study (Nos 1060709 and 1080614).

Detailed methods are provided in Supplementary materials and methods.

## Results

### The *Kcnd3* F227del mice display defects in motor coordination and balance

We generated a KI mouse model carrying the *Kcnd3* F227del allele in order to investigate the phenotypic effects of this mutation (supplementary material, Figure S1A–D). We conducted behavioral tests to assess the motor coordination and motor activity of heterozygous (KI/+) and homozygous (KI/KI) *Kcnd3* F227del mice at different ages, namely 4, 8, and 12 months. The balance beam walking test, which is a sensitive and well‐established evaluation of motor coordination and balance [16], was used to examine the phenotype (Figure 1A). Female and male KI/+ mice displayed signs of impaired balance, including limb slippage and crawling behavior, at 8 and 12 months of age, respectively (Figure 1B,C). Notably, both sexes of KI/KI mice displayed more severe coordination abnormalities at 4 months of age (Figure 1B,C and supplementary material, Video S1).

**Figure 1:**
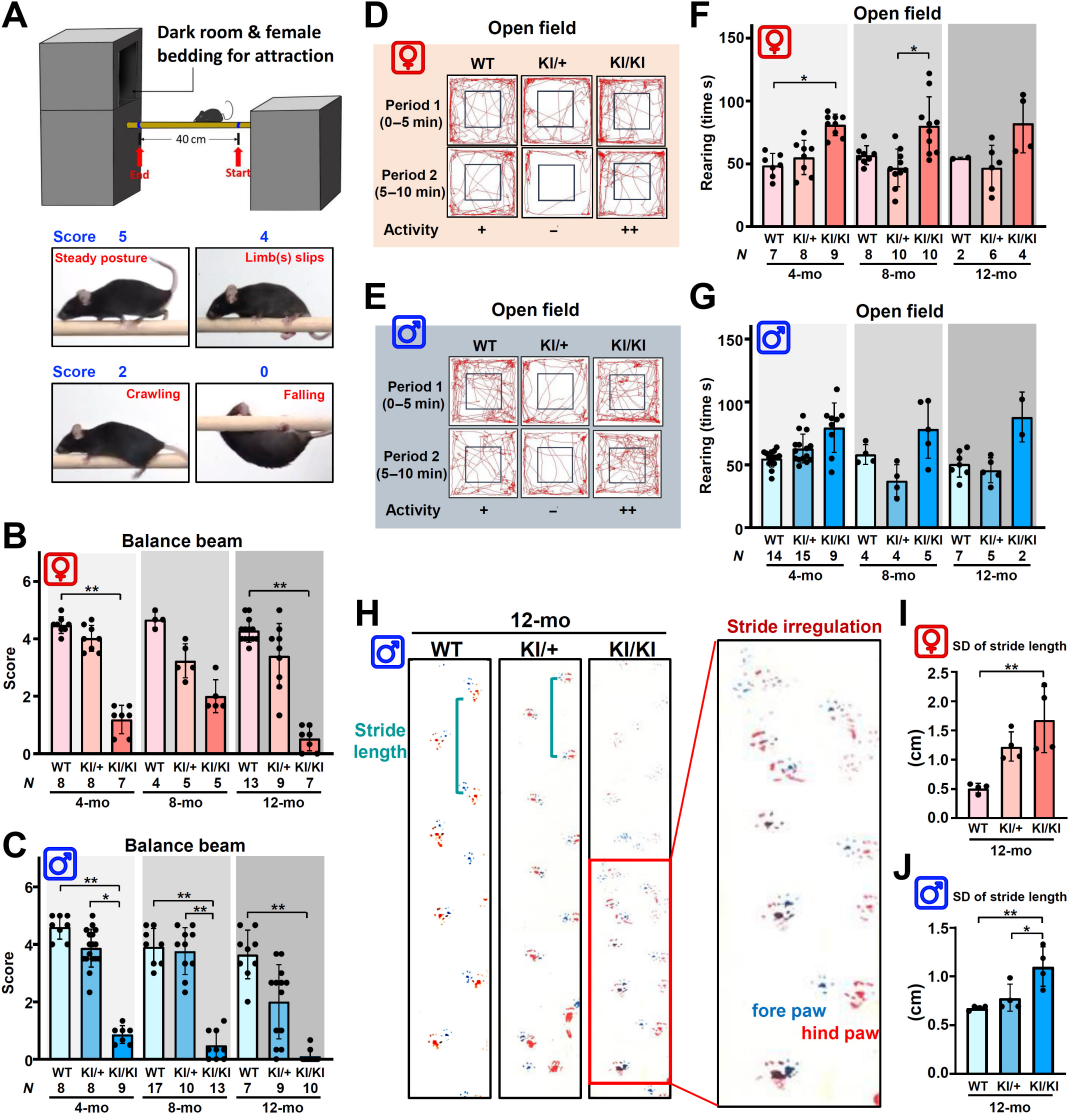
The *Kcnd3* F227del mutation affects motor coordination and causes balance defects that resemble the phenotype of human SCA22 patients. (A) Device setup and the scoring system for the balance beam assay. (B and C) The performance scores of the balance bean assay obtained from both female and male WT, *Kcnd3* F227del KI/+, and KI/KI mice at 4, 8, and 12 months old are shown. (D and E) Representative walking tracks of female and male mice at 8 months old over the first 5 min (Period 1) and next 5 min (Period 2) obtained using the open field assay. The activity levels of WT, *Kcnd3* F227del KI/+, and KI/KI mice are denoted as active (++), moderately active (+), or less active (−). (F and G) The frequency of rearing in female and male WT, *Kcnd3* F227del KI/+, and KI/KI mice during the open field assay. (H) Representative images from the footprint assay, highlighting the paw discordance of male *Kcnd3* KI/KI mice at 12 months old. (I, J) The variation (SD) of stride length of the same paws for female (I) and male (J) mice. The stride length was measured as the distance between the tops of the same palm between two steps using ImageJ (NIH, Bethesda, MD, USA). The results were obtained from WT, *Kcnd3* F227del KI/+, and KI/KI mice at 12 months of age. For each mouse, two fore paws and two hind paws were analyzed. Mean ± SD. Statistical analyses were performed using the Kruskal–Wallis test (B, C, F, and G) and one‐way ANOVA corrected with Bonferroni's multiple comparison test (I and J) in order to assess statistical differences. *p < 0.05; **p < 0.01.

In addition, the open field assay provided evidence of early‐onset abnormalities in motor function (supplementary material, Figure S1E). Interestingly, we observed a reduced exploratory activity in KI/+ mice, while KI/KI mice exhibited a higher exploratory activity (Figure 1D,E). Additionally, female KI/KI mice displayed increased rearing time at 4 months of age (Figure 1F,G). Furthermore, female KI/KI mice showed an increased travel distance at 8 and 12 months of age, while male KI/KI mice only exhibited a significant difference in this parameter at 4 months of age (supplementary material, Figure S1F,G). Notably, both KI/+ and KI/KI mice displayed abnormal jumping behavior at a much higher frequency than did WT mice (supplementary material, Video S2), which may indicate the presence of underlying brain function abnormalities. Interestingly, hyperactivity and alterations in walking trajectory were observed in the KI/KI mice (Figure 1D–G), which is similar to the findings observed in Kv3.3 KO mice and Kv3.1 and Kv3.3 double KO mice [17]. However, the underlying mechanism behind this phenotype remains unclear. Next, we performed gait analysis by collecting each mouse's ambulating footprints. Typical results for the gait tests of ataxia mice include decreased stride length and increased stance width [18]. At 12 months old, the KI/+ mice were found to have a slightly shorter stride length and a herringbone walking path, both of which resemble a mild ataxia phenotype (Figure 1H). The KI/KI mice had a more severe ataxia phenotype, which included an irregular and unequal gait, as revealed by a significant difference in the variation of stride length between steps (Figure 1I,J), as well as dissonance between the fore‐paw and hind‐paw prints (Figure 1H). The ambulating footprints of KI/+ and KI/KI mice mirrored the typical pattern for an ataxia phenotype. Importantly, the ataxia phenotype observed in the KI/+ and KI/KI mice was not associated with body weight loss (supplementary material, Figure S1H,I). Taken together, the behavior analyses revealed that the *Kcnd3* F227del mutation indeed causes prominent defects in motor coordination and balance and that this KI mouse model exhibits a dosage‐dependent ataxia phenotype; namely, a more severe defect was detected in the KI/KI mice compared with the KI/+ mice.

### The *Kcnd3* F227del mutation results in degeneration and a minor loss of Purkinje cells as well as neuroinflammation in the cerebellum

To better understand the pathophysiology caused by the *Kcnd3* F227del mutation, we focused on the cerebellum, where *Kcnd3* is highly expressed in Purkinje cells. Firstly, we utilized cresyl violet staining, which is often used to detect neurodegeneration [19], to examine the cerebellar pathology of *Kcnd3* F227del mice. A trend of a decrease in the number of Purkinje cells in the KI/KI mice was observed at 5 months of age (Figure 2A,B). In the KI/+ mice, we observed an increased presence of Purkinje cells that looked shrunken and appeared darker in the cresyl violet staining, i.e. showed some signs of degeneration (red arrows in Figure 2A). We will call these cells ‘degenerated Purkinje cells’; we found a trend of an increase of these cells in the KI/+ mice at both 3 and 5 months of age (Figure 2C). Additionally, using immunofluorescence staining of calbindin, a Purkinje cell marker, it was possible to detect a significant loss of calbindin‐positive Purkinje cells in the KI/KI mice at 18 weeks of age (an age close to 5 months) (Figure 2D,E); this mirrors a characteristic feature of SCA, namely the loss of calbindin‐positive Purkinje cells, in both human patients [20] and in other mouse models [2]. Notably, neuroinflammation, as indicated by an increase in Iba1‐positive microglia with a large cell body and extended processes [21, 22, 23], was evident in the cerebellar cortices of KI/+ and KI/KI mice after 10 weeks of age (Figure 2F). To validate the immune response, we performed a cytokine array analysis using cerebellum lysates of 10‐week‐old mice. An increase in 31 different cytokines was detected (Figure 2G–I and supplementary material, Figure S2), with nine of them showing substantial induction (Figure 2H). Among these cytokines, IL‐6 and IL‐1β are known to activate microglia‐mediated phagocytosis [24]. Interestingly, the cytokine levels of IL‐28A/B and CCL22 were decreased in the cerebellums of *Kcnd3* F227del KI/KI mice (Figure 2I). Together, these results reveal that the *Kcnd3* F227del mutation leads to degeneration and a limited loss of Purkinje cells and the concurrent presence of neuroinflammation.

**Figure 2:**
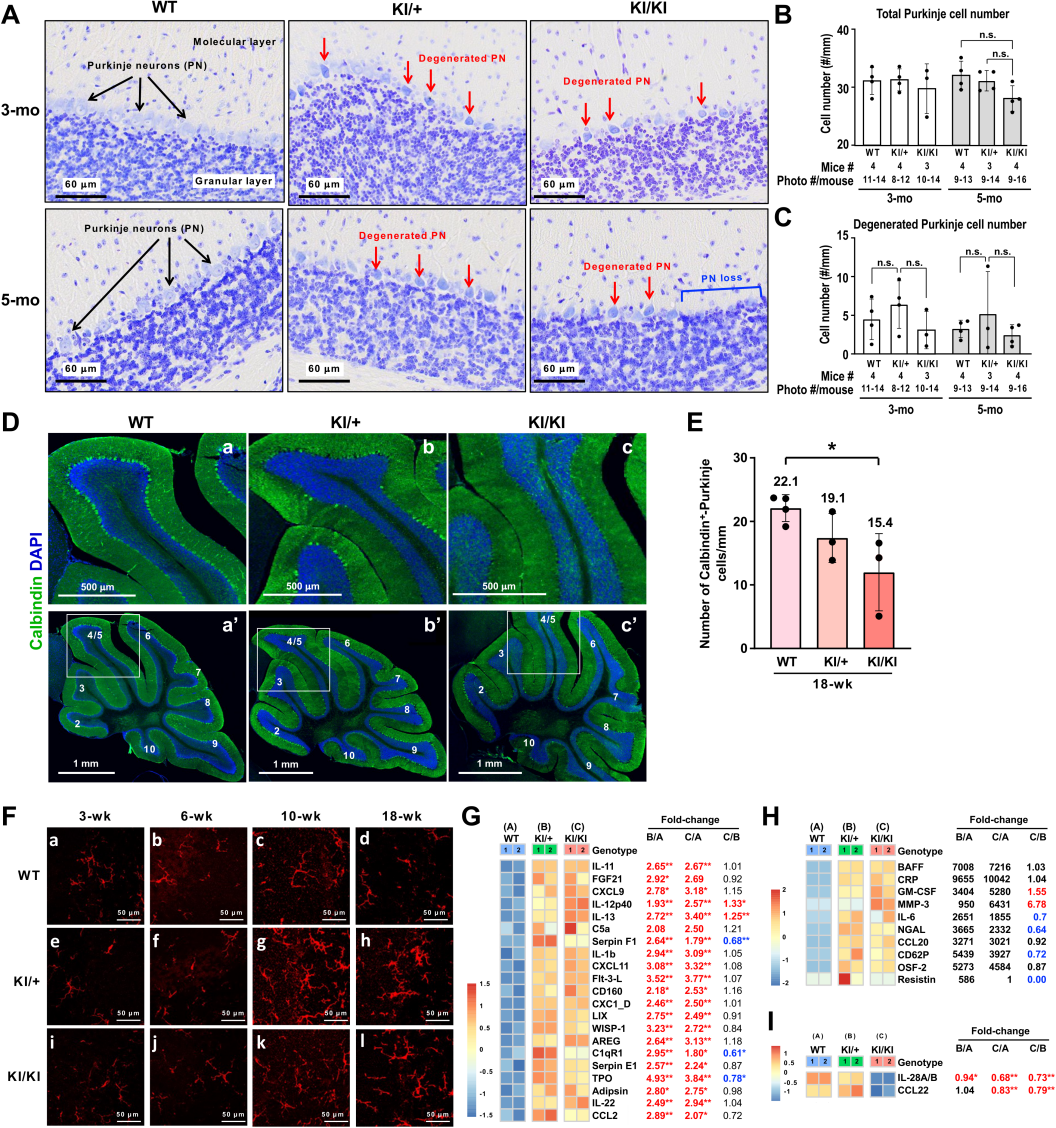
Degeneration and a minor loss of Purkinje cells and the presence of neuroinflammation in the cerebellums of *Kcnd3* F227del KI mice. (A) Representative images of cresyl violet‐stained cerebellums of WT, *Kcnd3* F227del KI/+, and KI/KI mice at 3 and 5 months of age. Black arrow, Purkinje neuron; red arrow, degenerated Purkinje neuron (PN). (B) Quantitation of Purkinje cell numbers per mm from the cerebellums of the WT, *Kcnd3* F227del KI/+, and KI/KI mice at 3 and 5 months of age. Each dot represents the average of the Purkinje cell number, which was normalized against the length of the junction between the molecular and granular layers; these averages were obtained from assessment of cresyl violet‐stained cell photographs from a single individual mouse. (C) Quantitation of degenerated Purkinje cell numbers per mm from the cerebellums of the WT, *Kcnd3* F227del KI/+, and KI/KI mice at 3 and 5 months of age. Each dot represents the average of the degenerated Purkinje cell number, which was normalized against the length of the junction between the molecular and granular layers; these averages were obtained from cresyl violet‐stained cell photographs from a single individual mouse. (D) Immunofluorescence staining for calbindin, a Purkinje cell marker. (a–c) Representative images of the cerebellums of WT, *Kcnd3* F227del KI/+, and KI/KI female mice at 18 weeks old. (a′–c′) The gross view of the images is shown in a–c. The boxed areas indicate the magnified regions. Numbers correspond to the cerebellar lobe. (E) Quantification of calbindin‐positive Purkinje cells per mm in the cerebellums of WT, *Kcnd3* F227del KI/+, and KI/KI female mice at 18 weeks of age. (F) Immunofluorescence staining for IbaI to detect microglia in the cerebellar cortices of WT, *Kcnd3* F227del KI/+, and KI/KI mice at 3, 6, 10, and 18 weeks of age. (G–I) Heatmaps of the signal intensities obtained from cytokine array analysis using cerebellum lysates of WT, *Kcnd3* F227del KI/+, and KI/KI mice at 10 weeks old. Red and blue indicate a significant increase and a significant decrease in signal, respectively. There are two samples for each genotype. In each sample, equal amounts of the cerebellum homogenate from a male and a female, namely 100 μg of homogenate from a male sample and 100 μg of homogenate from a female sample, were pooled to avoid a potential sex‐specific effect on cytokine profiling. Mean ± SD. In B, C, E, G, H, and I, statistical analyses were performed using one‐way ANOVA corrected with Bonferroni's multiple comparison test. *p < 0.05; **p < 0.01.

### The *Kcnd3* F227del mutation causes degeneration of the Golgi apparatus, the mitochondria, and the ER

To examine the ultrastructural damage to Purkinje cells caused by the *Kcnd3* F227del mutation, we carried out TEM (transmission electron microscopy) analysis on mice at early ages, namely 4 and 6 weeks, before the development of any overt phenotype. In the Purkinje cells of WT mice at 4 weeks of age, the mitochondria had an elongated structure and the ER exhibited an organized structure (Figure 3A,A′). In the Purkinje cells of KI/+ mice at 4 weeks of age, however, degenerated mitochondria with a more rounded shape were observed. In addition, some of the mitochondria lacked an outer membrane. Strikingly, the Golgi apparatus exhibited signs of swelling, indicative of organelle degeneration (Figure 3B,B′). Remarkably, in the Purkinje cells of KI/KI mice at 4 weeks of age, there was an even more pronounced degeneration affecting both the Golgi and the mitochondria. This was characterized by a notable enlargement of the Golgi with a loose structure and by the mitochondria lacking inner membrane cristae (Figure 3C,C′). At 6 weeks of age, all of the ultrastructural damage in Purkinje cells was exacerbated in the KI/+ and KI/KI mice (supplementary material, Figure S3). Notably, there is a positive correlation between the dosage of the mutant Kcnd3 F227del protein and the degree of ultrastructural damage detected in Purkinje cells (supplementary material, Figure S4). In addition, obvious dilation of the ER, as well as degeneration and breakdown of the nuclear membrane, was detectable in the KI/KI mice (supplementary material, Figure S3). Importantly, among the organelle abnormalities, prominent Golgi damage appears to be the earliest manifestation in the Purkinje cells of both KI/+ and KI/KI mice (Figure 3B,C).

**Figure 3:**
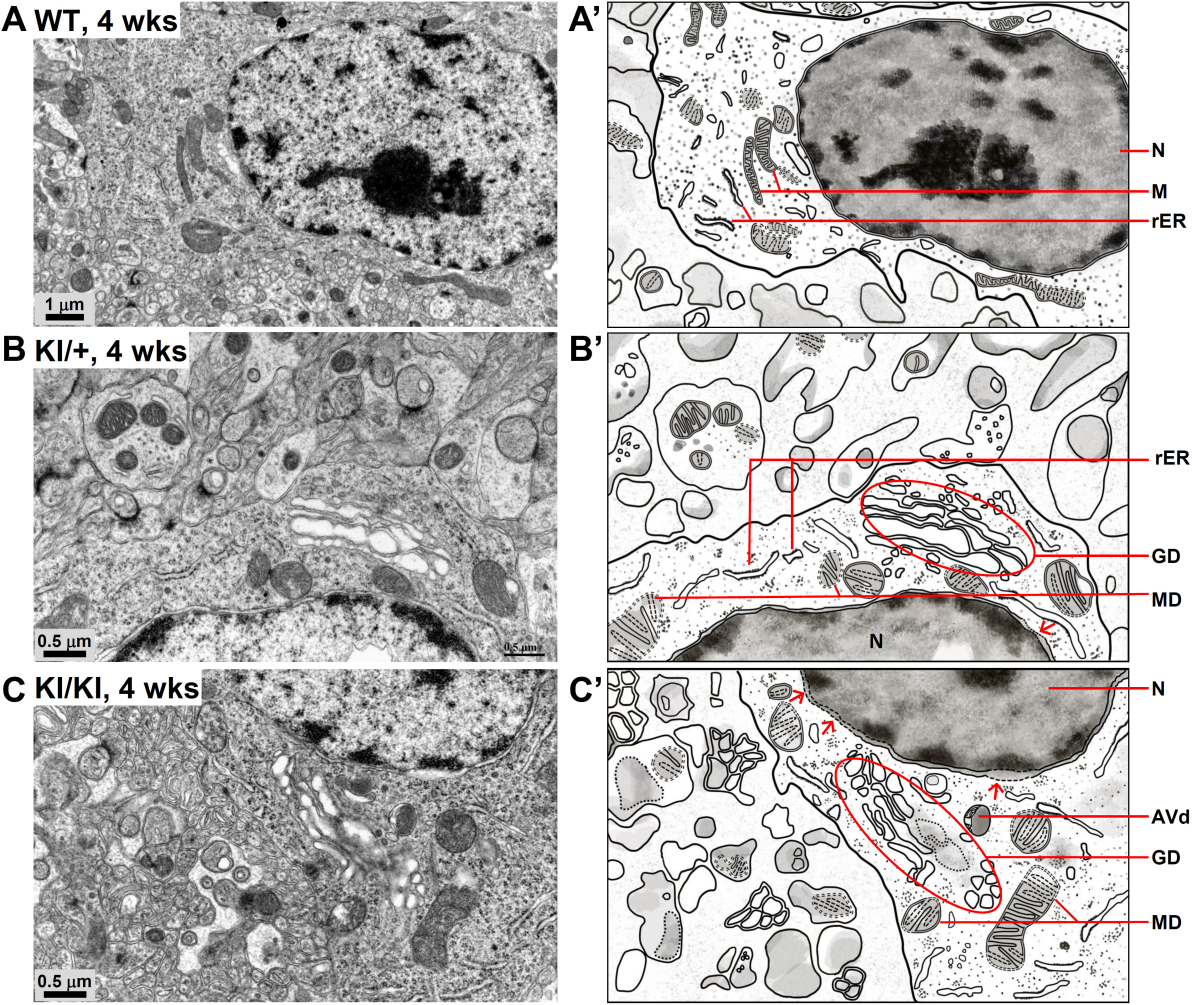
The *Kcnd3* F227del mutation causes obvious degeneration of the Golgi apparatus and mitochondria in the Purkinje cells at 4 weeks of age. (A–C) Representative TEM images of Purkinje cells in WT (A), *Kcnd3* F227del KI/+ (B), and KI/KI mice (C). (A′–C′) Schematic representation of the TEM images (1:1 ratio) shown in A–C. AVd, autolysosome; G, Golgi apparatus; GD, Golgi degeneration; M, mitochondria; MD, mitochondria degeneration; N, nucleus; rER, rough endoplasmic reticulum; red arrow, breakdown of nuclear envelope.

### The Kcnd3 F227del mutant protein is retained in the ER and Golgi apparatus, which leads to severe trafficking defects and the unfolded protein response (UPR)

Previous findings have suggested that the *Kcnd3* F227del mutation impairs the trafficking of the Kcnd3 protein toward the plasma membrane when there is *in vitro* overexpression of this mutant protein in non‐neuronal cells [8, 15]. To validate this finding *in vivo* in neurons, we conducted subcellular fractionation by dividing the mouse cerebellum lysate into three subcellular compartments, namely cytosol, microsomes (ER and Golgi), and crude plasma membrane (supplementary material, Figure S5A). We next determined the subcellular localization of Kv4.3 (Kcnd3 protein). In WT mice, Kv4.3 was predominantly found in the plasma membrane fraction as a tetramer. Strikingly, in *Kcnd3* F227del KI/+ and KI/KI mice, the mutant protein was obviously retained as a monomer in the microsome fraction; in addition, much less of the mutant Kv4.3 as a tetramer was detected in the plasma membrane fraction (Figure 4A). Quantification revealed that the level of F227del Kv4.3 monomer was significantly increased in the microsome fraction, while the level of tetramer mutant protein was significantly decreased in the plasma membrane fraction. Remarkably, in the KI/+ and KI/KI mice, about 58% and 11% of the Kv4.3 tetramer, respectively, were transported to the plasma membrane (Figure 4B,C). Since forming tetramers in the plasma membrane is essential to the functioning of Kv4.3, the impairment to the membrane destination of Kv4.3 caused by the F227del mutation will result in the channelopathy of Kv4.3.

**Figure 4:**
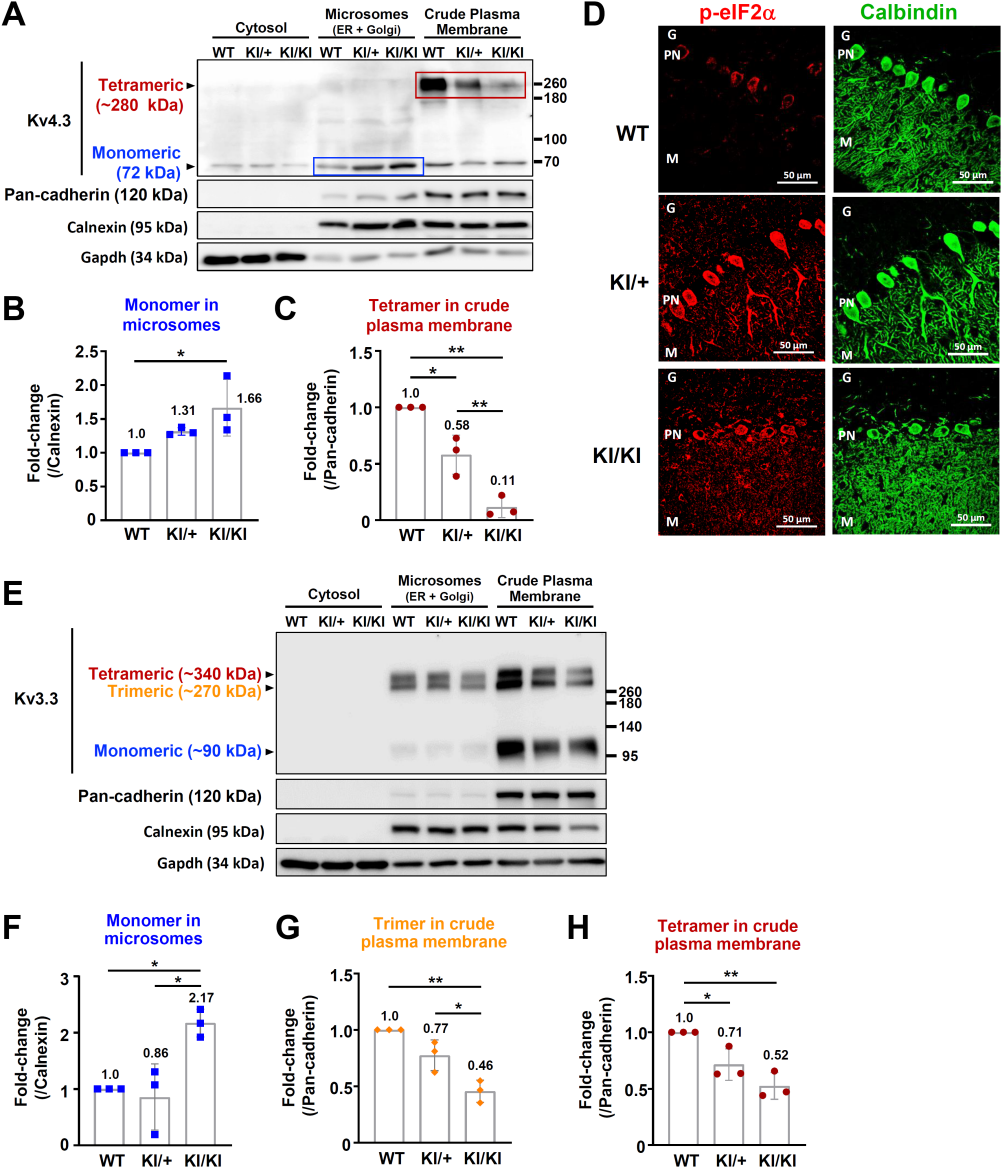
The monomer of mutant Kv4.3, namely the Kcnd3 F227del mutant protein, and Kv3.3 wild‐type protein are retained in the ER and Golgi fractions. (A) Western blot analyses of the Kcnd3 protein using extracts prepared by subcellular fractionation of the cerebellums of WT, *Kcnd3* F227del KI/+, and KI/KI mice at 6 weeks of age. Antibodies against pan‐cadherin (a marker for plasma membrane), calnexin (a marker for rER), and Gapdh (a marker for cytosol) were used for the western blotting analysis. (B) Quantification of Kcnd3 monomer levels in the microsome fractions. (C) Quantification of Kcnd3 tetramer levels in the plasma membrane fractions. (D) Immunofluorescence staining for phosphorylated eIF2a and calbindin in the cerebellums of WT, *Kcnd3* F227del KI/+, and KI/KI mice at 10 weeks of age. (E) Western blot analyses for the Kcnc3 protein using extracts prepared by subcellular fractionation of the cerebellums of WT, *Kcnd3* F227del KI/+, and KI/KI mice at 6 weeks of age. Antibodies against pan‐cadherin, calnexin, and Gapdh were used for the western blot analyses. (F) Quantification of Kcnc3 monomer levels in the microsome fractions. (G) Quantification of Kcnc3 trimer levels in the plasma membrane fractions. (H) Quantification of Kcnc3 tetramer levels in the plasma membrane fractions. Mean ± SD. In B and C, one‐way ANOVA corrected with Bonferroni's multiple comparison test was performed to analyze the statistical differences. *p < 0.05; **p < 0.01. G, granule layer; M, molecular layer; PN, Purkinje neuron.

Furthermore, the accumulation of mutant proteins in the ER can trigger activation of the UPR [25]. Indeed, activation of the UPR was detectable in the Purkinje cells of *Kcnd3* F227del KI/+ and KI/KI mice, as indicated by the prominent immunofluorescence staining of phosphorylated eIF2a (Figure 4D). However, it is worth noting that, at this stage, there are no changes detected in autophagy markers (supplementary material, Figure S5B–E). Additionally, in the *Kcnd3* F227del KI/+ and KI/KI mice, our immunofluorescence analysis revealed that in the neurons of the cerebellum, the F227del mutant Kv4.3 was also retained in the ER, as indicated by the co‐localization of the mutant protein with calnexin. Moreover, in neurons expressing the mutant protein, the immunofluorescence of the calnexin signal in the ER appeared to be greater in size, suggesting a phenotype associated with UPR‐induced ER swelling (supplementary material, Figure S6). These results suggest that in addition to Purkinje cells, other neurons expressing the F227del mutant Kv4.3 are likely to have similar defects in membrane trafficking.

Even more strikingly, we discovered that the membrane destination of Kv3.3, which is another potassium channel protein encoded by the *Kcnc3* gene, was impaired in the cerebellums of *Kcnd3* F227del KI/+ and KI/KI mice; the genotype of *Kcnc3* is wild type in these KI/+ and KI/KI mice. Genetic mutations of the *KCNC3* gene cause SCA13 [2]. Quantification analysis revealed that the levels of tetrameric and trimeric Kcnc3 proteins (Kv3.3) were significantly decreased in the plasma membrane fraction (Figure 4E–H), suggesting that the F227del mutant Kv4.3 has a destructive effect that damages the structure of the ER and Golgi, which then impairs organelle functioning. This, in turn, will indirectly lead to a trafficking defect that affects the membrane destination of other potassium channel proteins, such as Kv3.3.

### Transcriptomic analysis reveals that the Kcnd3 F227del mutant protein impairs neuronal functions

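Cerebellar tissue enriched with Purkinje cells was collected by laser microdissection from WT, KI/+ and KI/KI mice aged 1.5 months. RNA-sequencing libraries from 3 mice per genotype, all labelled female, were examined. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty nevertheless had at least 273 counts each in 8 of the 9 libraries. KI/KI replicate 3 had at most 2 counts of each. Sex is therefore part of every comparison with KI/KI mice below, and fits without KI/KI replicate 3 leave out the library that differs. The authors aligned the reads, counted them on genes and deposited the raw counts of 56953 genes without normalization, each gene listed by its Ensembl identifier. The paper's text does not name the genome assembly or the gene annotation used for counting. A symbol was paired with 52029 of the identifiers through GENCODE vM21, an annotation of the mouse assembly GRCm38, and 4924 identifiers had no match there. Total counts per library ranged from 1915339 to 4032357, with a median of 2386344 in WT, 2718017 in KI/+ and 3869190 in KI/KI mice. In exact two-sided permutation tests the totals gave p = 0.2 for KI/KI against WT, p = 0.3 for KI/KI against KI/+ and p = 1 for KI/+ against WT, where 0.1 is the smallest p that 3 libraries against 3 allow. Counts were normalized by edgeR's TMM method. The 10842 genes that passed edgeR's expression filter, which hold 99.0% of all counts, were tested by edgeR's quasi-likelihood method in a single fit of all 9 libraries, with Benjamini-Hochberg adjustment. A DEG was a gene with a fold-change over 1.3 and an FDR under 0.2, with down-regulated and up-regulated genes counted separately. On counts simulated with 196 changed genes among 10680 tested, this procedure called 133 of the changed genes, all in the right direction, and 29 unchanged genes.
Kcnd3 (ENSMUSG00000040896), the mutated gene, had 104 counts over the 9 libraries, and its mean was 4.75 ± 2.92 (SD, n = 3) counts scaled to library size (CPM) in WT, 4.04 ± 0.829 in KI/+ and 3.48 ± 1.23 in KI/KI mice. The log2 fold change of Kcnd3 in KI/KI against WT mice was -0.45 (standard error 0.43, FDR 0.788 from edgeR's quasi-likelihood test). No difference was detectable at this number of counts. With WT replicate 1 left out, the log2 fold change was 0.15. Whether these counts are reads of Kcnd3 stays open, for the reason given next. The names given to genes here are those of the deposited identifiers, and the counts of many widely expressed genes were low under their own names. Of 933 protein-coding genes from families that most cells use, such as subunits of the ribosome, the proteasome and the respiratory chain, 371 had a mean of at least 10 counts per library and 139 had no count in any library. Actb, chosen after its values were seen, had 37 counts over the 9 libraries and Eef1a1, chosen in the same way, had 0. Because the reading of a gene's counts depends on whether the genes around it are counted, the number of the 10 nearest genes of these families with a mean of at least 10 counts is given for the genes named, with the order of genes taken from GENCODE vM21. For Kcnd3 this number was 4 of 10.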

To gain a better understanding of how the *Kcnd3* F227del mutation causes its phenotypic defects, we employed microdissection laser capture to isolate cerebellar tissues enriched with Purkinje cells from mice at 1.5 months of age (supplementary material, Figure S7) and performed RNA‐sequencing analysis. 

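Between KI/KI and WT mice, 125 genes were down-regulated DEGs and 19 were up-regulated DEGs among the 10842 genes tested, and 1085 genes had an unadjusted p under 0.05. The 3 KI/KI libraries lay entirely below or entirely above the 3 WT libraries for 134 of these 144 DEGs (93.1%). Chance gives 10% for genes not chosen for a difference, whereas these were chosen on the same libraries, so that the share describes them and is no test. Slc6a11 (ENSMUSG00000030307), which encodes a GABA transporter, had the smallest p among the down-regulated DEGs. Its mean was 15.8 ± 2.39 (SD, n = 3) CPM in KI/KI and 46.3 ± 8.63 in WT mice, and its log2 fold change was -1.52 (standard error 0.18, FDR 0.00117 from edgeR's quasi-likelihood test). Cant1 (ENSMUSG00000025575) followed with 85.0 ± 18.7 CPM in KI/KI and 189.0 ± 28.2 in WT mice, a log2 fold change of -1.13 (standard error 0.14, FDR 0.00122). For Klhl11 (ENSMUSG00000048732) the means were 66.2 ± 6.90 and 110.0 ± 0.8504 CPM, and the log2 fold change was -0.72 (standard error 0.10, FDR 0.00640). With each library left out in turn, the log2 fold change of Slc6a11 stayed between -1.67 and -1.42, that of Cant1 between -1.30 and -0.99 and that of Klhl11 between -0.79 and -0.65. Among the 10 nearest genes of widely used families, 7 had a mean of at least 10 counts for Slc6a11, 7 for Cant1 and 5 for Klhl11.
All 20 genes of Fig. 5B were lower in KI/KI than in WT mice, and for each of them the 3 KI/KI libraries lay below the 3 WT libraries, where chance gives 10% over both directions for genes not chosen on these libraries (exact two-sided permutation test, p = 0.1 for each gene, the smallest p possible). Of these genes, 19 had an FDR under 0.2 and 17 an FDR under 0.05 over all genes tested. Adjusted over the list alone, all 20 had an FDR under 0.2, which is not independent evidence because the list was chosen on these libraries. Scara3 was the gene above the threshold, with a log2 fold change of -1.26 and an FDR of 0.241. The median log2 fold change of the 20 genes was -1.08, also with Elmod2 at its bound. The values ranged from -3.37 for Tmem215 to -0.53 for Serpine2 among the 19 genes detected in KI/KI mice. Tmem215 had 5, 2 and 0 counts in the KI/KI libraries. Its log2 fold change was -4.39 without KI/KI replicate 1 and -2.96 without KI/KI replicate 3. Elmod2 had at most 3 counts in each KI/KI library and was at least 12.2-fold lower than in WT mice, or at least 6.25-fold without WT replicate 1. The number of nearby genes of widely used families with a mean of at least 10 counts ranged from 1 of 10, for Pabpc4 and Rnf123, to 9 of 10, for Tac1, Tox, Tmem215 and Ankrd6.
DESeq2 fitted on the KI/KI and WT libraries alone called 13 down-regulated DEGs, the lowest count of the alternatives. Leaving out WT replicate 2 gave 21 down-regulated DEGs, leaving out WT replicate 3 gave 26 and leaving out KI/KI replicate 3 gave 24, whereas 239 were called without WT replicate 1 and 189 without KI/+ replicate 3. Of the genes called without KI/KI replicate 3, the library that differs in Y-linked counts, 23 were among the 125.

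**Figure D1:**
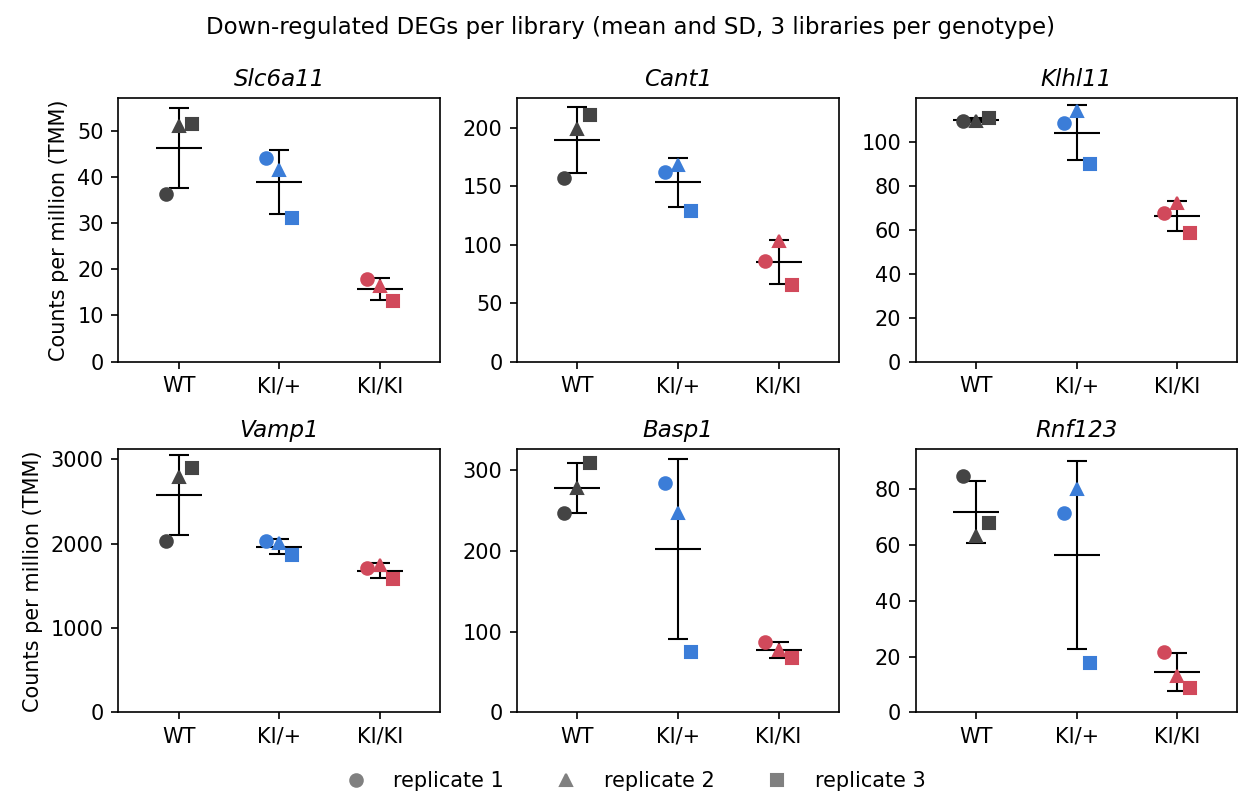
CPM after TMM normalization (vertical axis, from 0) of 6 down-regulated DEGs in WT, KI/+ and KI/KI mice, with a point per library, marked by replicate number, and the mean and SD of 3 libraries in black. Slc6a11, Cant1 and Klhl11 have the smallest p, and Vamp1, Basp1 and Rnf123 were chosen for the figure after their values were seen. For Slc6a11 the KI/KI libraries lie between 13.2 and 18.0 and the WT libraries between 36.3 and 51.4, and for Basp1 the library of KI/+ replicate 3 (74.8) lies within the range of the KI/KI libraries (66.9 to 87.7).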

We identified 20 differentially expressed genes [DEGs; defined as fold‐change > 1.3 and false discovery rate (FDR) < 0.2] that were down‐regulated in the KI/KI mice compared with WT mice. Furthermore, there were six DEGs down‐regulated when KI/KI mice were compared with KI/+ mice (Figure 5A,B). However, no DEG was found when KI/+ mice were compared with WT mice. 

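In the same fit, 33 genes were down-regulated DEGs and 9 were up-regulated DEGs in KI/KI against KI/+ mice, and 1002 genes had an unadjusted p under 0.05. The libraries of the 2 genotypes did not overlap for 36 of these 42 DEGs (85.7%, against 10% by chance for genes not chosen on these libraries). Klhl10 (ENSMUSG00000001558) had the smallest p, with 39.6 ± 3.50 (SD, n = 3) CPM in KI/KI and 73.9 ± 7.46 in KI/+ mice and a log2 fold change of -0.90 (standard error 0.12, FDR 0.00526 from edgeR's quasi-likelihood test). For Slc6a11 the log2 fold change was -1.29 (standard error 0.18, FDR 0.00688), with 38.9 ± 6.92 CPM in KI/+ mice. Pabpc4 (ENSMUSG00000011257) fell from 118.9 ± 7.76 to 70.4 ± 7.93 CPM, a log2 fold change of -0.76 (standard error 0.11, FDR 0.00981). Among the 10 nearest genes of widely used families, 5 had a mean of at least 10 counts for Klhl10, 7 for Slc6a11 and 1 for Pabpc4. Of the 20 genes of Fig. 5B, 17 were down-regulated DEGs in this comparison, and the 3 others were Pdzd2, Vamp1 and Elmod2. Of these 20 genes, 9 were called without KI/+ replicate 2 and 9 without KI/KI replicate 3. DESeq2 fitted on the KI/KI and KI/+ libraries alone called 7, and 18 were called without the expression filter. Without KI/+ replicate 2 the count of down-regulated DEGs was 9, without KI/KI replicate 3 it was 10, without KI/KI replicate 2 it was 57, without WT replicate 1 it was 55 and without KI/+ replicate 3 it was 52. With the replicate number as a block in the fit, 96 genes were down-regulated DEGs and 68 were up-regulated DEGs.
In the fit of all 9 libraries, down-regulation was shared by both KI/KI comparisons for 23 genes, 16 of them in Fig. 5B. Without KI/+ replicate 2 or without KI/KI replicate 3, at most 9 genes of Fig. 5B could be shared. Because the same KI/KI libraries enter both comparisons, 20 sets of counts without any genotype difference were simulated, and in these at most 1 gene was down-regulated in both. The log2 fold changes of the 2 comparisons had a correlation of 0.59 across genes, which are not independent replicates, against 0.42 to 0.47 in the simulated counts. The simulated counts gave at most 11 DEGs in KI/KI against WT mice, whereas a split of the real libraries across these genotypes gave 100. The simulation thus lacks part of the variation between the libraries. It cannot exclude that the KI/KI libraries share a difference other than the genotype.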

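Between KI/+ and WT mice, 0 of the 10842 genes tested were DEGs in either direction at an FDR under 0.2, and 459 genes (4.23%) had an unadjusted p under 0.05. The smallest FDR was 0.998. Of the 20 genes of Fig. 5B, 16 had a log2 fold change under 0 in KI/+ mice, with a median of -0.21 over the 20 genes. An unadjusted p under 0.05 was found for 6, among them Klhl10 and Scara3, which were higher in KI/+ mice (log2 fold changes 0.31 and 0.98). Adjusted over the list alone, 7 of the 20 genes had an FDR under 0.2, which is not independent evidence because the study chose the list on these libraries. The mean of the KI/+ libraries lay between those of the KI/KI and WT libraries for 16 of the genes and above the WT mean for 4. Without KI/+ replicate 3, 11 of the 20 genes had a log2 fold change under 0, and the mean lay between the others for 11 and above the WT mean for 9. With replicates 1 and 2 alone, 9 had a log2 fold change under 0. The fitted difference between both KI/KI comparisons of a gene is its log2 fold change in KI/+ against WT mice, and that difference passed an FDR of 0.2 for none of the genes tested. Without WT replicate 1, 27 genes were down-regulated and 6 up-regulated, and without the expression filter 32 were down-regulated and 6 up-regulated.

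**Figure D2:**
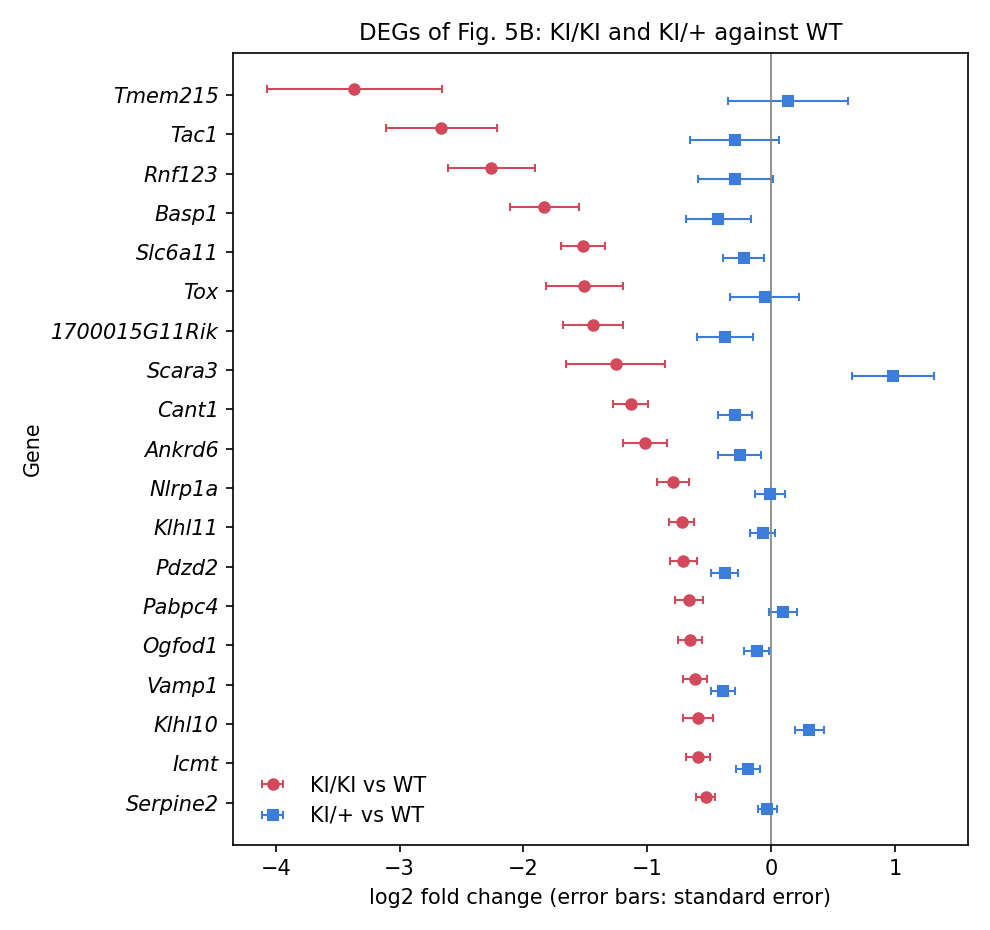
Log2 fold changes (horizontal axis) of 19 genes of Fig. 5B (vertical axis) in KI/KI against WT mice (circles) and in KI/+ against WT mice (squares), with standard errors as bars, from 3 libraries per genotype. Elmod2 is left out because its KI/KI libraries hold at most 3 counts. The circles lie between -3.37 and -0.53, and the squares reach 0.98 for Scara3.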

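The genes of Fig. 5B were also tested as 5 lists with limma's camera test, with a preset correlation of 0.01 between genes. Together with a list of A-type potassium channel partners, which does not come from the study, there were 18 tests over 6 lists and 3 comparisons. Since the study chose the genes of the 5 lists on the same libraries, their tests describe the lists and are not independent evidence. The 4 synapse genes Slc6a11, Pdzd2, Vamp1 and Tac1 had a median log2 fold change of -1.11 in KI/KI against WT mice (adjusted p = 3.13e-08). For the neurogenesis genes Serpine2, Basp1 and Tox the median was -1.46 (adjusted p = 4.48e-06), and for the translation and post-translation genes Pabpc4, Ogfod1, Icmt and Cant1 it was -0.66 (adjusted p = 3.13e-08). The E3 ubiquitin ligation genes Rnf123, Klhl10 and Klhl11 had a median of -0.73 (adjusted p = 1.38e-06), and the 6 other genes one of -1.25 (adjusted p = 1.64e-08). In edgeR's fit the median of these 6 genes was -1.35, also with Elmod2 at its bound. Under fry and under an estimated correlation these 5 lists kept an adjusted p under 0.05 in KI/KI against WT mice, with a largest value of 0.0436. In KI/KI against KI/+ mice the 5 lists were also lower, and the synapse list passed 0.05 under fry (adjusted p = 0.0119) but not with an estimated correlation (adjusted p = 0.0584). In KI/+ against WT mice the synapse list had a median of -0.37 (adjusted p = 0.00219), which neither fry (0.109) nor an estimated correlation (0.144) kept under 0.05. Without KI/+ replicate 3 the median of this list was -0.21 (adjusted p = 0.0973), and that of the neurogenesis list changed from -0.21 to -0.02.
Among the genes of Fig. 5B, Vamp1 (ENSMUSG00000030337) had the most counts, 2571 ± 473 (SD, n = 3) CPM in WT and 1680 ± 88.6 in KI/KI mice, with a log2 fold change of -0.61 and an FDR of 0.00837. Tac1 had 355 counts over the 9 libraries and a log2 fold change of -2.66 (standard error 0.45, FDR 0.0113). Basp1 fell from 277.6 ± 31.0 CPM in WT to 77.4 ± 10.4 in KI/KI mice, and in KI/+ mice it was 201.9 ± 111.5, with the library of replicate 3 at 74.8. The FDR of Basp1 in KI/KI against WT mice was 0.00657, and 0.222 with edgeR's robust option, whereas it was at most 0.0474 under the other alternatives. Of the 10 nearest genes of widely used families, 7 had a mean of at least 10 counts for Vamp1, 9 for Tac1 and 8 for Basp1.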

Based on the UniProt database, there were 15 down‐regulated DGEs that are mainly involved in the functioning of the synapse (*Slc6a11*, *Pzdz2*, *Vamp1*, and *Tac1*), the process of neurogenesis (*Serpine2*, *Basp1*, and *Tox*), translation and post‐translational regulation (*Pabpc4*, *Ogfod1*, *Icmt*, and *Cant1*), and the process of E3 ubiquitin ligation (*Rnf123*, *Klhl10*, and *Klhl11*) (Figure 5C,D). 

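Lists of genes for the unfolded protein response, for Golgi structure and transport and for autophagy could not be tested. Of the 23 genes of the unfolded protein response, 10 passed the expression filter, as did 9 of 15 genes of Golgi structure and transport and 5 of 12 autophagy genes. A list was tested with at least 80% of its genes above the filter, so that these 3 checks are void. Hspa5, the gene of an ER chaperone and a member of the first list, chosen after its values were seen, had 3 counts over the 9 libraries, and 2 of the 10 nearest genes of widely used families had a mean of at least 10 counts.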

Interestingly, most of these biological processes are tightly linked to Purkinje cell function, specifically synaptic vesicle secretion and neurotransmission, as well as dysregulation of ER and Golgi functioning. Down‐regulation of E3 ubiquitin ligation is probably associated with the accumulation of Kcnd3 F227del mutant protein in the ER. 

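Rnf123 (ENSMUSG00000041528) had 14.5 ± 6.68 (SD, n = 3) CPM in KI/KI, 56.5 ± 33.7 in KI/+ and 71.9 ± 11.3 in WT mice. Its log2 fold change was -2.26 (standard error 0.35, FDR 0.00733 from edgeR's quasi-likelihood test) against WT and -1.97 (standard error 0.36, FDR 0.0421) against KI/+ mice. With edgeR's robust option the FDR against WT was 0.222, and across the other alternatives with an FDR it stayed at or under 0.0451. Against KI/+ mice the FDR was 0.364 with the robust option and 0.281 without KI/+ replicate 2, and the library of KI/+ replicate 3 (17.9 CPM) lay within the range of the KI/KI libraries (8.70 to 21.8). Klhl11 had a log2 fold change of -0.66 (standard error 0.10, FDR 0.0139) against KI/+ mice. Klhl10 was lower in KI/KI than in WT mice by a log2 fold change of -0.59 (standard error 0.12, FDR 0.0497), and its FDR rose to 0.231 without WT replicate 3, to 0.231 without KI/KI replicate 3 and to 0.488 with replicates 1 and 2 alone. Klhl10 and Klhl11 are neighbouring protein-coding genes in GENCODE vM21 (GRCm38). Of the 10 nearest genes of widely used families, 1 had a mean of at least 10 counts for Rnf123 and 5 for each of the other 2 genes. From the lower levels of these genes, the paper proposes a link with the accumulation of the mutant protein in the ER.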

In summary, our transcriptomic analysis at an early stage (1.5 months of age) of pathogenesis, prior to the degeneration of Purkinje cells at the age of 3 months (Figure 2A) and the development of an ataxia phenotype at the age of 4 months (Figure 1), provides evidence to gain insights into the molecular mechanism underlying the *Kcnd3* F227del mutation and how it causes SCA22.

**Figure 5:**
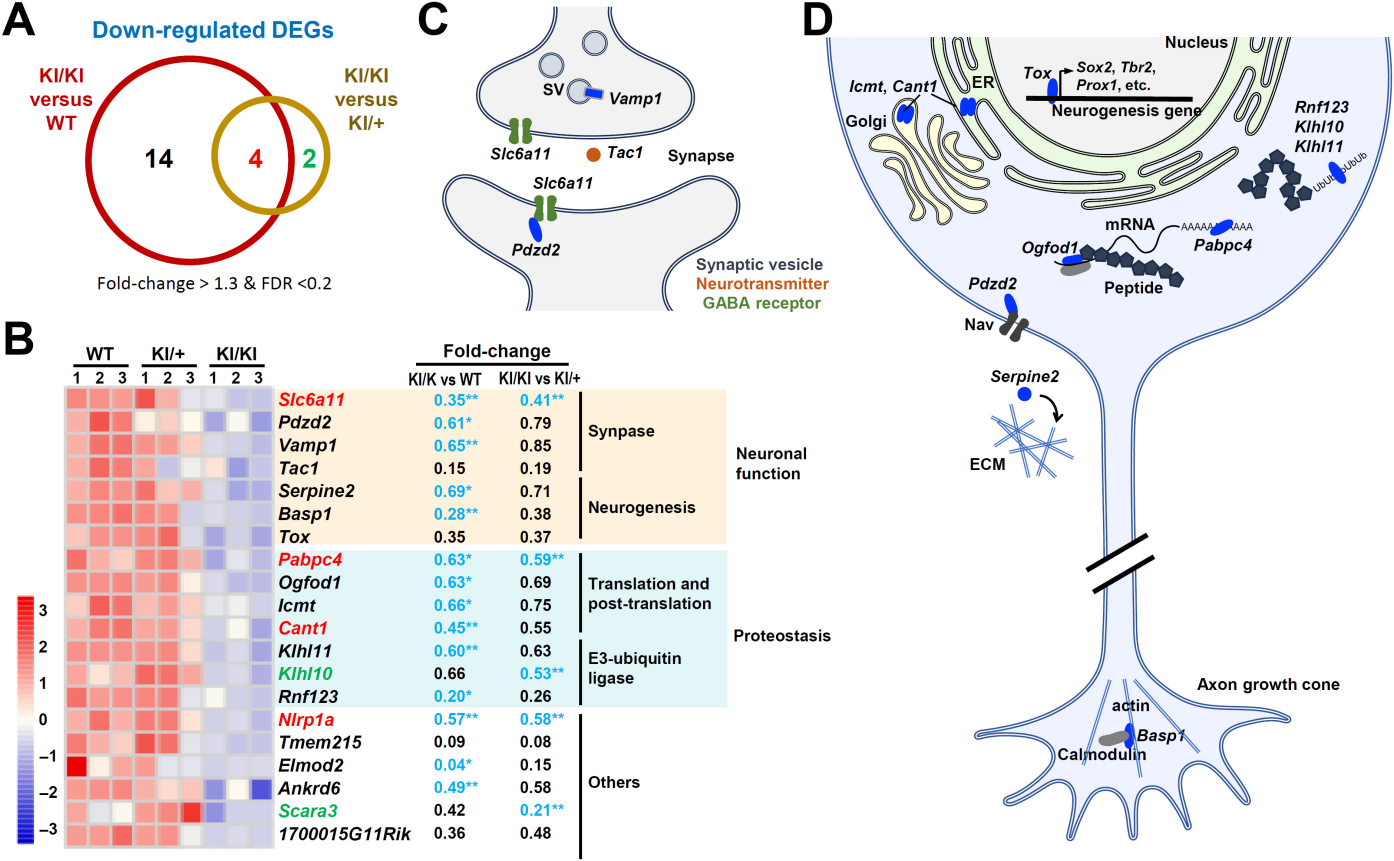
*Kcnd3* F227del down‐regulates a panel of differentially expressed genes (DEGs) that are involved in synaptic function and neurogenesis, as well as in translation and protein degradation. (A) Number of down‐regulated DEGs in Purkinje cells when comparing KI/KI versus WT, or KI/KI versus KI/+. (B) Heatmap of the mRNA levels of the DEGs affected by the Kcnd3 F227del mutant protein and their biological functions. The colors of the symbols correspond to the DEGs found in different comparisons in A. *FDR < 0.05; **FDR < 0.01. (C) Schematic diagram of the DEGs (*Vamp1*, *Slc6a11*, and *Tac1*) involved in synaptic function. (D) Schematic diagram of the DEGs involved in neurogenesis (*Serpine2*, *Basp1*, and *Tox*) and proteostasss (*Pabpc4*, *Ogfod1*, *Icmt*, *Cant1*, *Klhl11*, *Klhl10*, and *Rnf123*) in Purkinje cells. Blue, DEG‐encoded proteins that are down‐regulated in the KI/KI mice. Female mice at 6 weeks of age were used in this study.

### A loss‐of‐function *Kcnd3* null mutation did not cause a spinocerebellar ataxia phenotype

SCA22 is an autosomal dominant disease. Two possibilities are able to explain the phenotype that occurs in patients and in heterozygous KI/+ mice: (1) *Kcnd3* F227del is a gain‐of‐function mutation that exerts a dominant‐negative effect to interfere with the normal functioning of the WT protein; and (2) the ataxia phenotype is associated with haploinsufficiency, in which the 50% reduction in the normal protein is insufficient for complete cellular functioning. To differentiate the two possibilities, we generated a loss‐of‐function allele by deleting exon 2 from the *Kcnd3* gene, which contains the ATG initiation codon (supplementary material, Figure S8A). This genetic manipulation completely eliminated the expression of Kcnd3 protein (supplementary material, Figure S8B). At 4 months of age, both the heterozygous and the homozygous *Kcnd3* KO mice showed no overt phenotype in terms of growth and reproduction, and neither did they show any observable abnormalities including the ataxia phenotype (supplementary material, Video S3). This is in contrast to the obvious ataxia phenotype, namely motor coordination and balance defects that have developed at this age in the *Kcnd3* F227del mice (Figure 1 and supplementary material, Video S1). Furthermore, the *Kcnd3* KO (−/−) mice have no overt ataxia phenotype up to 9 months old. This provides convincing genetic evidence to demonstrate that the ataxia phenotype manifesting in human SCA22 patients and in heterozygous KI/+ mice is not caused by haploinsufficiency, but rather by *Kcnd3* F227del being a dominant‐negative mutation.

## Discussion

In this study, we establish a KI mouse model carrying the *Kcnd3* F227del mutation to study the pathogenesis and molecular mechanism behind this mutation. Four significant findings are pinpointed. First, the *Kcnd3* F227del mutation causes an early onset of an ataxia phenotype that affects motor coordination and balance in both sexes. This mouse model exhibits a dosage‐dependent ataxia phenotype with a more severe defect being detected in homozygous KI/KI mice compared with heterozygous KI/+ mice (Figure 6A). Importantly, the KI/+ mice displayed the ataxia phenotype at around 8 months old, which mirrors the onset of ataxia in human SCA22 patients at 40–50 years old [8]. A loss of approximately 13% of Purkinje cells revealed by cresyl violet staining was found in KI/KI mice at 5 months of age, which is when an overt ataxia phenotype can be detected (Figures 1B,C and 2B). Regarding the degree of Purkinje cell loss in relation to the pathogenesis of an ataxia phenotype, previous studies have provided relevant information. In SCA6 mice, an approximately 50% loss of calbindin‐positive Purkinje cells was found when the mice developed ataxia [26]. In SCA2 mice, however, only about 10% loss of Purkinje cells was detected when the mice showed an ataxia phenotype [27]. Intriguingly, in ‘Moonwalker’ mice, the loss of Purkinje cells was found after the mice had developed severe ataxia [28]. Additionally, in SCA1 mice, the number of Purkinje cells was not decreased when the ataxia developed at 12 weeks old, but a 31% decrease of Purkinje cells was found at 24 weeks old [29]. Accordingly, the timeline between Purkinje cell loss and ataxia onset, as well as the percentage of Purkinje cell loss and the severity of ataxia, seems to be variable across different mutations. Thus, it is possible that the degeneration and a minor loss of Purkinje cells together with the concurrent presence of neuroinflammation (Figure 2F–I), as well as the electrophysiological changes present in the Purkinje cells, as suggested by Duarri *et al* [15], may all contribute to the ataxia phenotype in mice carrying the *Kcnd3* F227del mutation.

**Figure 6:**
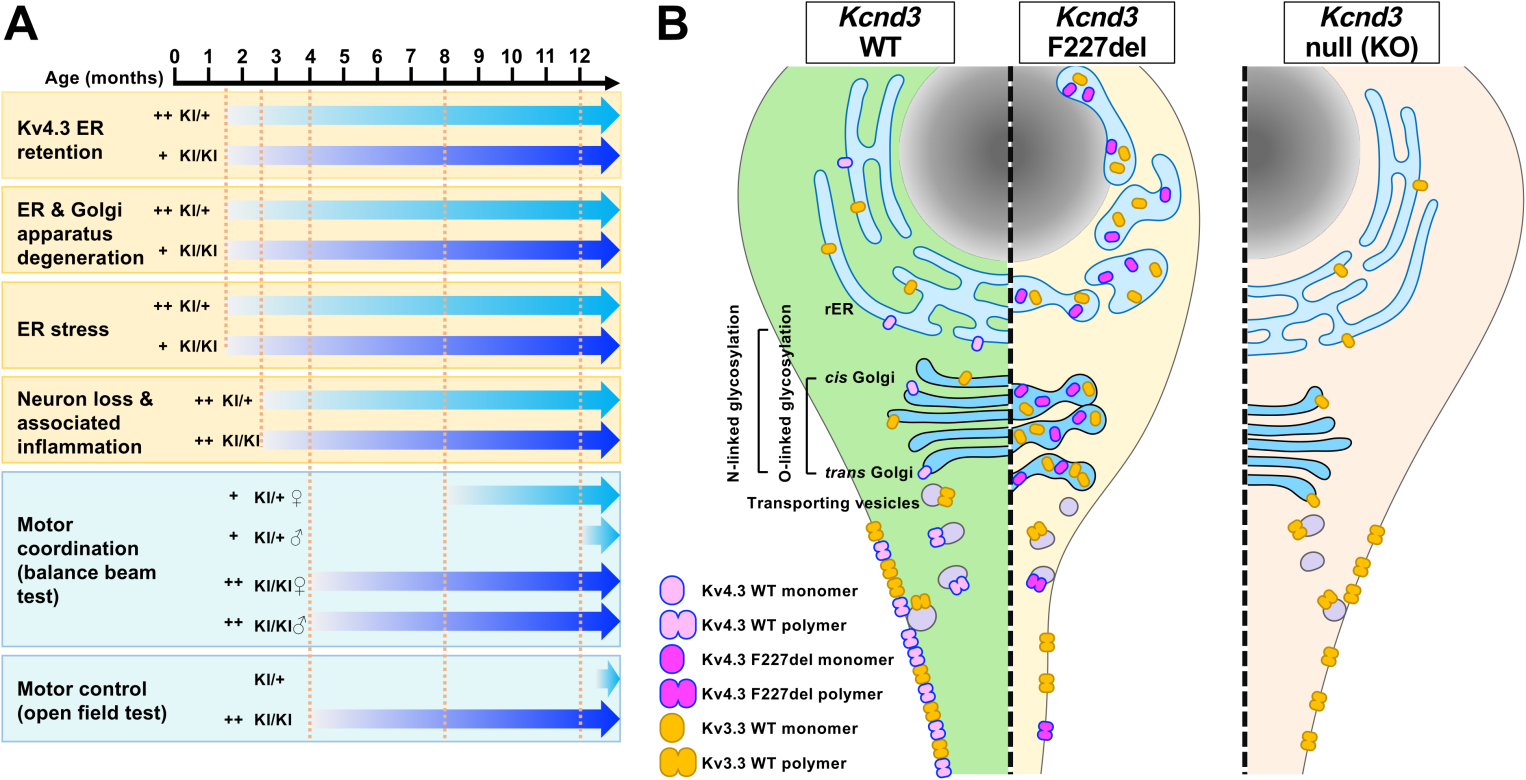
The Kcnd3 F277del mutant protein exerts a dominant negative effect via impairment of ER and Golgi apparatus functioning and jeopardizes membrane protein trafficking, thereby causing Purkinje cell dysfunction. (A) Summary of the cellular events and motor coordination phenotype as a function of age in the *Kncd3* F227del KI/+ and KI/KI mice. (B) Schematic illustration of the effects of *Kncd3* F227del mutation and *Kcnd3* null mutation in Purkinje cells.

Second, the Kcnd3 F227del mutant protein is retained in the ER and Golgi, which in turn leads to activation of the UPR and to a severe trafficking defect affecting the movement of the mutant protein to its membrane destination. Intriguingly, pronounced damage to the Golgi within the Purkinje cells is the earliest ultrastructural manifestation of the mutation (Figure 6B). This is consistent with the conclusion from previous *in vitro* experiments showing that the *Kcnd3* F227del mutation causes ER retention of the mutant protein and this, in turn, results in significant suppression of the potassium current [8, 15]. Consequently, the above phenotype seems to compromise the membrane destination of other potassium channel proteins, such as Kv3.3.

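A trend over the number of mutant alleles (0 in WT, 1 in KI/+ and 2 in KI/KI mice) was fitted to the counts of the 9 libraries with edgeR's quasi-likelihood method. Between 0 and 2 mutant alleles, 111 genes fell and 17 rose with an FDR under 0.2 and a fold-change over 1.3, and 1053 genes had an unadjusted p under 0.05. All 111 falling genes were also down-regulated DEGs in KI/KI against WT mice, and 17 of them are in Fig. 5B. With equal numbers of libraries per genotype, the fitted change rests largely on KI/KI against WT mice. For Vamp1 it was -0.61 in the trend and in that comparison, and for Calb1 0.23 in each. The overlap was therefore close to fixed in advance, and it does not test dependence on the number of mutant alleles. The smallest FDR was 0.00736, for Cant1, whose fitted log2 change was -1.12 and for which 7 of the 10 nearest genes of widely used families had a mean of at least 10 counts. Without WT replicate 2 the counts were 15 falling and 0 rising genes, and without WT replicate 1 they were 236 and 94.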

Third, transcriptomic analysis revealed that at an early stage before the manifestation of the ataxia phenotype, many down‐regulated DEGs related to the *Kcnd3* F227del mutation can be identified. These are mainly involved in the functioning of the synapse and the process of neurogenesis, as well as translation and post‐translational regulation. All of these biological processes are tightly linked to the functioning and survival of Purkinje cells.

Finally, the ataxia phenotype is not present in heterozygous and homozygous *Kcnd3* KO mice carrying a loss‐of‐function null allele of *Kcnd3* up to 9 months of age. Consistent with this, a previously reported *Kcnd3* KO mouse model also had no overt neuropathological symptoms at young ages (up to 16 weeks old) [30]. Accordingly, *Kcnd3* F227del is a gain‐of‐function mutation that exerts a dominant‐negative effect in heterozygous mice. Furthermore, the mutant allele is detrimental to cerebellar functioning, which results in a dominantly inherited SCA disorder.

### Impaired trafficking of Kcnd3 F227del protein to its membrane destination and beyond

Accumulation of the Kcnd3 F227del mutant protein turns on ER stress and causes degeneration of the ER and Golgi, as well as impairing membrane protein trafficking. This working hypothesis is supported by the results presented here and by previous studies. For example, Valkova *et al* reported that Rer1 deficiency in Purkinje cells resulted in SCA phenotypes; this is caused by deficits in the membrane trafficking of Nav1.6 and Nav1.1 and by a reduction of spontaneous firing in Purkinje cells [31]. Another example is the study in Chinese hamster ovary (CHO) cells in which DPP10 (dipeptidyl aminopeptidase‐like protein 10) facilitates the membrane trafficking of Kv4.3 by protein–protein interaction and this is dependent on the glycosylation of DPP10. Mutations on the glycosylation sites of DPP10 disrupted the membrane trafficking of Kv4.3, which diminished current generation in CHO cells [32]. Thus, studying the role of DPP10 in Purkinje cells *in vivo* using the *Kcnd3* F227del KI mice will be very important in the future.

As an indirect effect, the transport of Kv3.3 to its membrane destination is significantly reduced in the cerebellums of *Kcnd3* F227del mice (Figure 4E–H). Genetic mutations in the *KCNC3* gene, which encodes Kv3.3, result in the pathogenesis associated with SCA13 [2]. Previous studies revealed that *Kcnc3* KO mice exhibit gait disturbance and have difficulty walking along a beam due to a prolonged action potential duration and the reduced firing frequency of Purkinje cells [17]. It is possible that a significant reduction in Kv4.3 and Kv3.3 at the plasma membrane may significantly reduce the firing frequency of Purkinje cells, thereby impairing the output inhibitory signaling, which then disrupts precise motor coordination.

### Perspective

We established the first preclinical mouse model for SCA22 by in‐frame deletion of the phenylalanine (F) at amino acid 227 of the *Kcnd3* gene. Previously, several preclinical SCA mouse models have been successfully applied to advance the progress of translational medicine. For instance, pharmaceutical corrections of ion channel functionality have been demonstrated to have beneficial effects in the preclinical models of SCA1, SCA2, SCA3, and SCA6, in which the disease‐driving proteins are linked with an expanded glutamine‐encoding CAG repeat [2]. Impressively, using a SCA1 mouse model, Lee *et al* discovered a novel mechanism upstream of the mutant ATXN1 and demonstrated that SCA1 is governed by region‐specific regulators of ATXN1; this has had a significant impact on the development of therapeutics [33]. Thus, the *Kcnd3* F227del mouse model has promise as another preclinical model for the development of innovative therapeutics that allow the treatment of human SCA22 via pharmaceutical approaches.

## Author contributions statement

B‐WS and T‐FT initiated the project, developed the working hypotheses and provided the conceptual framework. C‐HK, H‐CH, Y‐CT and T‐FT designed the experiments and interpreted the results. H‐CH and C‐HK carried out the mouse behavior experiments. C‐HK performed immunostaining, subcellular fractionation and cytokine array experiments. Y‐CT performed the transcriptomic analyses. C‐HK performed and analyzed the TEM results. Y‐CT and H‐CH prepared the figures and drafted the initial manuscript. T‐FT supervised all the experiments and wrote the final manuscript.

## Supporting information

Supplementary materials and methods

**Figure S1.** The generation of *Kcnd3* F227del knock‐in (KI) mice that display phenotypic defects affecting balance and coordination and resemble the changes in mobility found to affect SCA22 patients
**Figure S2.** Cytokine array analysis of cerebellar lysates from WT, *Kcnd3* F227del KI/+, and KI/KI mice
**Figure S3.** The *Kcnd3* F227del mutation causes obvious degeneration of the Golgi apparatus, mitochondria, and ER in the Purkinje cells at 6 weeks of age
**Figure S4.** The *Kcnd3* F227del mutation leads to the degeneration of the Golgi apparatus, mitochondria, and ER in the Purkinje cells at 4 and 6 weeks of age
**Figure S5.** Subcellular fractionation workflow and western blot analyses for autophagy markers in the cerebellums of WT, *Kcnd3* F227del KI/+, and KI/KI mice
**Figure S6.** The Kcnd3 F227del mutant protein was retained in the ER of neurons from the molecular layer of the cerebellum
**Figure S7.** Histological analysis of post‐laser captured cerebellar tissue
**Figure S8.** The *Kcnd3* knockout (KO) mice
**Table S1.** List of the antibodies used (referred to in Supplementary materials and methods)

**Video S1.** The gait of female WT, KI/+, and KI/KI mice at 4 months of age

**Video S2.** KI/+ and KI/KI mice displayed abnormal jumping behavior at a much higher frequency than did WT mice

**Video S3.** At 4 months of age, the heterozygous and homozygous *Kcnd3* KO mice show no observable ataxia phenotype

## Data Availability

The RNA sequencing data has been deposited in NCBI's GEO and are accessible through GEO Series accession number GSE280998 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE280998).

# Supplementary material for: A dominant negative Kcnd3 F227del mutation in mice causes spinocerebellar ataxia type 22 (SCA22) by impairing ER and Golgi functioning
**Source:** J Pathol. 2024 Nov 19;265(1):57–68. doi: 10.1002/path.6368
**Supplement:** Supplementary file 1 — Supplementary materials and methods

**A dominant negative *Kcnd3* F227del mutation in mice causes spinocerebellar ataxia type 22 (SCA22) by impairing ER and Golgi function**

H-C Hung, J-H Lin, Y-C Teng *et al. J Pathol* <https://doi.org/10.1002/path.6368>

**Supplementary materials and methods**

Reference numbers refer to the main text list

*Balance beam test*

Our experimental setup for the balance beam test was modified according to Brooks and Dunnett [34] (Figure 1A). We recorded the walking behavior of mice as they traversed a 40-cm-long and 1-cm-wide wooden stick from one end to the other during daytime. Each mouse underwent three trials. We evaluated each mouse’s performance based on its ability to maintain steady and smooth walking across the beam. The following scoring criteria were used: mice with a perfectly steady and smooth walking manner received a score of 5; mice that slipped with one hind limb received a score of 4; mice that slipped with both hind limbs or slipped more than three times were scored 3; mice that belly-crawled across the beam were scored 2; mice that barely belly-crawled over half of the beam (20 cm) before falling were scored 1; and mice that were unable to balance on the beam or fell before completing half of the beam were scored 0. The scores were assessed by blinded examiners, and the average score for each mouse was subjected to statistical analysis.

*Open field test*

To conduct the open field test [34], a single mouse was placed inside a white box measuring 40 × 40 × 40 cm^3^ in a dark room illuminated only by dim red light. The mice were allowed to move freely within the box, and their behavior was recorded from an overhead perspective for a duration of 10 min (supplementary material, Figure S1E). The track of each mouse and the total distance covered by each mouse were analyzed using an EthoVision XT 13 (Noldus, Wageningen, The Netherlands). Additionally, the number of times each mouse engaged in rearing behavior was manually counted.

*Footprint analysis*

To mark mouse paw prints, the paws were dipped in nontoxic paint, the fore paws in blue and the hind paws in red. The mice were then placed on a sheet of drawing paper and allowed to walk freely through a 5-cm-wide and 100-cm-long tunnel, leaving their paw prints on the paper, three times.

The stride length was measured as the distance between the tops of the same palm between two steps using ImageJ (NIH, Bethesda, MD, USA). The results were obtained from WT, *Kcnd3* F227del KI/+, and KI/KI mice at 12 months of age. For each mouse, two fore paws and two hind paws were analyzed.

*Immunofluorescence staining*

The deeply anesthetized mice were perfused with PBS at room temperature, followed by ice-cold 4% PFA/PBS for tissue fixation. Whole brains were collected and immersed in 4% PFA overnight. The brains were then transferred into 15% sucrose/PBS for 6–12 h, which was followed by storage in 30% sucrose/PBS. Prior to sectioning, the brain tissues were soaked in OCT for 30 min, embedded, and snap-frozen using dry ice. The specimens were cryo-sectioned at –20 °C into 40 μm sagittal sections, which were then collected into six-well plates, and washed with PBS. The specimens were permeabilized with 0.3% Triton X-100/PBS for 15 min, followed by three 10-min PBS washes. Subsequently, the specimens were immersed in blocking solution (5% BSA/0.1% Tween 20/PBS) at room temperature for 30 min. This was followed by incubation with the primary antibody in blocking solution at room temperature overnight. After three 10-min PBS washes, the specimens were incubated with the secondary antibody in blocking solution at room temperature for 2 h. After another three 10-min PBS washes, the specimens were stained with DAPI (4',6-diamidino-2-phenylindole) at room temperature for 15 min and then washed twice with PBS for 10 min. The stained specimens were mounted with fluorescence mounting buffer (#S3023; DAKO, Glostrup, Denmark). The required images were captured using an Olympus FV10i (Olympus, Hamburg, Germany) or a Zeiss LSM700 (Zeiss, Oberkochen, Germany) confocal microscope. A list of the antibodies used is provided in supplementary material, Table S1.

*Cresyl violet staining*

After mouse perfusion as described, the whole brains were collected and immersed in 4% PFA overnight. Half of each mouse brain was embedded in paraffin and then sagittally sectioned at 5 μm. Paraffin sections were incubated at 65 °C for 1 h and then rehydrated. In brief, the specimens were immersed in cresyl violet working solution [Microscopy Cresyl Violet (acetate) for microscopy Certistain^®^, C5042; Sigma, St Louis, MO, USA] at room temperature for 40 min, and differentiated in 70% ethanol for 2–3 s, dehydrated, and mounted, following the manufacturer’s suggestions.

*Counting Purkinje cell number*

The images of immunofluorescence staining of calbindin were captured using an Olympus FV10i microscope. The number of calbindin-positive Purkinje cells in a whole mouse cerebellum was counted and normalized with the length of the molecular and granular layers’ junction underlying Purkinje cells, measured using ImageJ (NIH). The whole cerebellum section stained with cresyl violet was scanned using the MoticEasyScan digital slide scanning system (Motic Scientific, Schertz, TX, USA) with Motic EasyScanner software, and later images with high magnification, which covered the whole brain section, were captured using Motic DSAssistant software. For each image, the numbers of Purkinje cells showing normal and degenerated morphology were counted separately. Normalization to length was carried out as previously described for calbindin immunofluorescence staining.

*Western blotting*

The tissues were homogenized in lysis buffer and boiled for 5 min. Total lysates containing 8–15 μg of protein [as determined using the Bradford protein assay (Cat. # 5000006; Bio-Rad, Hercules, CA, USA)] were loaded onto 8–14% SDS-PAGE gels for electrophoresis. The separated proteins were subsequently transferred onto a PVDF membrane. After blocking with 5% non-fat milk/1% BSA at room temperature for 1 h, the membranes were incubated with the primary antibodies (supplementary material, Table S1) at 4 °C overnight. Following three washes with PBST, the membranes were incubated with the secondary antibodies at room temperature for 1 h. The immunoreactive bands were visualized using chemiluminescence (Cat. # 34580; Thermo Fisher Scientific, Waltham, MA, USA).

*Cytokine array*

The whole cerebellum was collected directly from deeply anesthetized 10-week-old mice. It was then homogenized in PBS with protease inhibitor cocktail (Cat. # 04693116001; Roche, Basel, Switzerland) at 4 °C. Next, the homogenates underwent two freeze/thaw cycles and were then centrifuged at 10,000 × *g* for 5 min to remove cell debris. The protein concentrations of the homogenates were measured using the Bradford protein assay (Cat. # 5000006, Bio-Rad). There were two samples for each genotype. In each sample, equal amounts of the cerebellum homogenate from a male and a female, namely 100 μg of homogenate from a male sample and 100 μg of homogenate from a female sample, were pooled to avoid a potential sex-specific effect on cytokine profiling. The cytokine array analysis (Cat. # ARY028; R&D Systems, Minneapolis, MN, USA) was carried out by following the manufacturer’s instructions. The immunoreactive dots were visualized by chemiluminescence (Cat. # 34580, Thermo Fisher Scientific). The signal intensities from the cytokine array were measured using ImageJ (NIH). The signal intensities of the positive controls on each array were used to normalize the signal intensities obtained from three arrays.

*Transmission electron microscopy* (*TEM*)

At 4 and 6 weeks of age, mice were deeply anesthetized and then perfused with ice-cold PBS before their whole brains were collected. The brain tissues were initially immersed in paraformaldehyde (Cat. # 15710; Electron Microscopy Sciences, Hatfield, PA, USA)/glutaraldehyde (Cat. # 16220, Electron Microscopy Sciences) buffer for primary fixation and subsequently sectioned into 1 mm × 1 mm × 1 mm cubes. Following this, the specimens underwent further fixation using osmium tetroxide buffer (Cat. # 19190, Electron Microscopy Sciences) and were then dehydrated in a series of ethanol concentrations, namely 70%, 85%, 95%, and finally 100%. The specimens were then sequentially immersed in propylene oxide (PO; Cat. # 20401, Electron Microscopy Sciences) at concentrations of 50%, 75%, and 100%. Subsequently, they were placed in a 1:1 mixture of PO and Spurr’s resin (Cat. # 14300, Electron Microscopy Sciences) before being transferred to 100% Spurr’s resin. Finally, the specimens were embedded in Spurr’s resin, and the ultrastructure of the Purkinje cells in each sample was visualized using a JEOL JEM 1230 electron microscope (JEOL, Kyoto, Japan).

*Laser microdissection of Purkinje cell-enriched tissue samples and subsequent RNA sequencing*

When 6 weeks old, the mice were deeply anesthetized and perfused with ice-cold PBS. Whole brains were collected and incubated in RNAlater™ (Cat. # AM7020; Invitrogen, Waltham, MA, USA) for 48 h. These brains were then snap-frozen in OCT and cryo-sectioned at –20 °C into 50 µm sagittal sections on PET membrane steel-frame slides (Cat. # 11505190; Leica, Wetzlar, Germany). The samples were stored at –80 °C until further processing [35]. To isolate cerebellar Purkinje cells and their adjacent tissue while avoiding RNA degradation, laser microdissection was performed using the Leica LMD7000 system within 2 h. Total RNA was extracted from the microdissected tissues using the RecoverAll™ Total Nucleic Acid Isolation Kit for FFPE (Cat. # AM1975, Invitrogen), following the provided protocol. RNA sequencing was conducted on triplicates of each genotype and gender, and this was performed by the Cancer Progression Research Center of National Yang Ming Chiao Tung University. Sequence alignment and read counting were carried out using Rsubread v2.8.2 [36]. Total counts per sample ranged from 4,032,357 to 1,915,339 (2,780,960 ± 525,392.8). 

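In the deposited counts the lowest total was that of KI/+ replicate 3 and the highest that of KI/KI replicate 1. The mean over the 9 libraries was 2848316 with an SD of 702664, and by genotype it was 2486068 ± 256309 (SD, n = 3) in WT, 2556142 ± 577150 in KI/+ and 3502737 ± 780299 in KI/KI mice. With every library thinned at random to the smallest total, 97 genes were down-regulated DEGs in KI/KI against WT mice, 88 of them among the 125 called on all counts. Of the genes listed, 26327 had no count in any library. The 37 mitochondrial genes in the table were all at 0.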

Differentially expressed genes (DEGs) were identified using DESeq2 v1.34.0 [37] with the criteria for a DEG set at a fold-change greater than 1.3 and a false discovery rate (FDR) less than 0.2. 

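DESeq2 tests each gene by a Wald test and leaves out genes of low mean count before it adjusts the p-values. Fitted on all 9 libraries with its default filter, DESeq2 1.42.0 called 36 down-regulated and 2 up-regulated DEGs in KI/KI against WT mice and 19 and 16 in KI/KI against KI/+ mice by the same criteria. Of the genes of Fig. 5B, 10 were among the 36 and 10 among the 19. Fitted on the 6 libraries of each comparison alone, DESeq2 called 13, 16 and 1 down-regulated DEGs, with 4 and 7 of the genes of Fig. 5B among the first 2 counts. The genes of Fig. 5B that DESeq2 did not call against WT mice had no adjusted p because its filter left them out. That filter was left at its default and was not tuned to the FDR of 0.2 used for a DEG. In the fit on all 9 libraries it left out Ankrd6, which had 1733 counts in all.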

Gene symbols were retrieved using ClusterProfiler v4.2.2 [38].

*Subcellular fractionation*

The protocol for subcellular fractionation was modified from a previous study [39]. In brief, 6-week-old mice were deeply anesthetized and perfused with ice-cold PBS. The whole cerebellum was collected and minced using scissors into 0.25 m SHE buffer (0.25 m sucrose, 1 mm EGTA, 3 mm HEPES, pH 7.5). The minced cerebellar tissues were homogenized using a 2-ml Dounce homogenizer (tight). The homogenates were then gravity-filtered through a 40-μm cell strainer (Cat. # 431750; Corning Inc., Corning, NY, USA) to remove unground tissues. The filtered homogenates underwent centrifugation at 1,000 × *g* for 10 min, which resulted in the collection of supernatant 1 and pellet 1. Supernatant 1 was further centrifugated at 10,000 × *g* for 10 min to collect supernatant 2, which was subsequently subjected to another centrifugation at 100,000 × *g* for 60 min to separate the cytosol and the microsomes (ER + Golgi). Pellet 1 was resuspended in 0.25 m SHE buffer and placed on top of 1.8 m SHE buffer to create a 0.25/1.8 m density gradient. After centrifuging at 71,000 × *g* for 90 min, the interphase (crude plasma membrane) and the pellet (nucleus) were collected. Each fraction was mixed with lysis buffer [50 mm Tris (pH 6.8), 100 mm NaCl, 1 mm EDTA, 0.2% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 1 mm NaF, 1 mm Na_3_VO_4_] to allow subsequent western blotting and analysis.

*Statistical analysis*

The results are presented as mean ± SD. Most experiments were analyzed using one-way ANOVA with Bonferroni’s correction for multi-comparisons test. The Kruskal–Wallis test was used to analyze the performance score of the balance beam assay and rearing times in the open field experiment. All statistical analyses were performed using Prism 8.0 (GraphPad Software, Boston, MA, USA).

# Supplementary material for: A dominant negative Kcnd3 F227del mutation in mice causes spinocerebellar ataxia type 22 (SCA22) by impairing ER and Golgi functioning
**Source:** J Pathol. 2024 Nov 19;265(1):57–68. doi: 10.1002/path.6368
**Supplement:** Supplementary file 2 — Figure S1. The generation of Kcnd3 F227del knock‐in (KI) mice that display phenotypic defects affecting balance and coordination and resemble the changes in mobility found to affect SCA22 patients Figure S2. Cytokine array analysis of cerebellar lysates from WT, Kcnd3 F227del KI/+, and KI/KI mice Figure S3. The Kcnd3 F227del mutation causes obvious degeneration of the Golgi apparatus, mitochondria, and ER in the Purkinje cells at 6 weeks of age Figure S4. The Kcnd3 F227del mutation leads to the degeneration of the Golgi apparatus, mitochondria, and ER in the Purkinje cells at 4 and 6 weeks of age Figure S5. Subcellular fractionation workflow and western blot analyses for autophagy markers in the cerebellums of WT, Kcnd3 F227del KI/+, and KI/KI mice Figure S6. The Kcnd3 F227del mutant protein was retained in the ER of neurons from the molecular layer of the cerebellum Figure S7. Histological analysis of post‐laser captured cerebellar tissue Figure S8. The Kcnd3 knockout (KO) mice Table S1. List of the antibodies used (referred to in Supplementary materials and methods)

**A dominant negative *Kcnd3* F227del mutation in mice causes spinocerebellar ataxia type 22 (SCA22) by impairing ER and Golgi function**

H-C Hung, J-H Lin, Y-C Teng *et al. J Pathol* <https://doi.org/10.1002/path.6368>

**Supplementary Figures S1–S8**

**Supplementary Table S1**

Figure S1

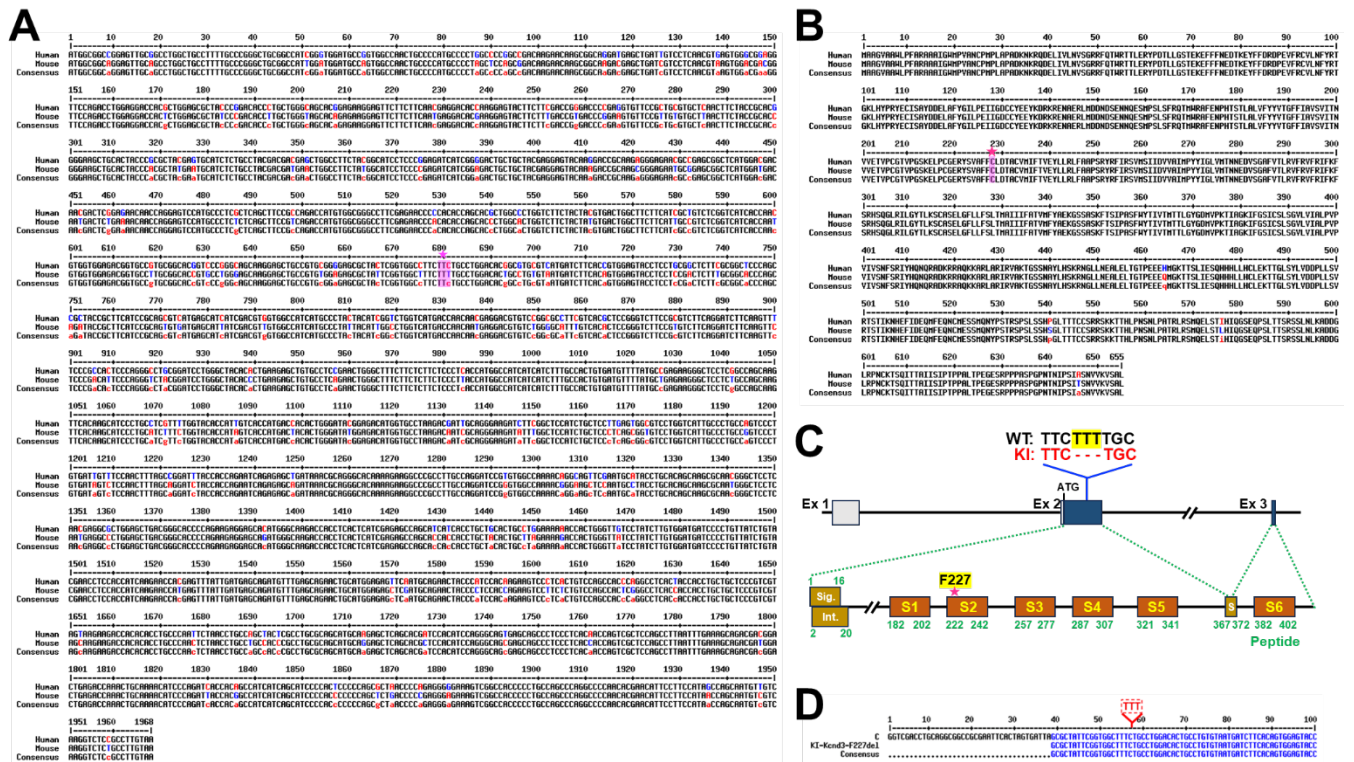

**Figure S1. The generation of *Kcnd3* F227del knock-in (KI) mice that display phenotypic defects affecting balance and coordination and resemble the changes in mobility found to affect SCA22 patients.** (A) A comparison of the coding sequences of human *KCND3* and mouse *Kcnd3* cDNA. The pink box and star indicate the F227 site. (B) A comparison of amino acid sequence of human and mouse *Kcnd3* proteins. The pink box and star indicate the amino acid F227. (C) A schematic presentation of the *Kcnd3* F227del KI mouse. The upper part shows the *Kcnd3* gene at a genomic level, and the lower part illustrates the *Kcnd3* protein domains. Ex, exon; Sig, signal peptide; Int, interaction with KCNIP2; S1–6, transmembrane region 1–6; S, selectivity filter. (D) Sanger sequencing confirmed the presence of the F227 deletion in the mouse *Kcnd3* gene.

**Figure S1 (continued)**

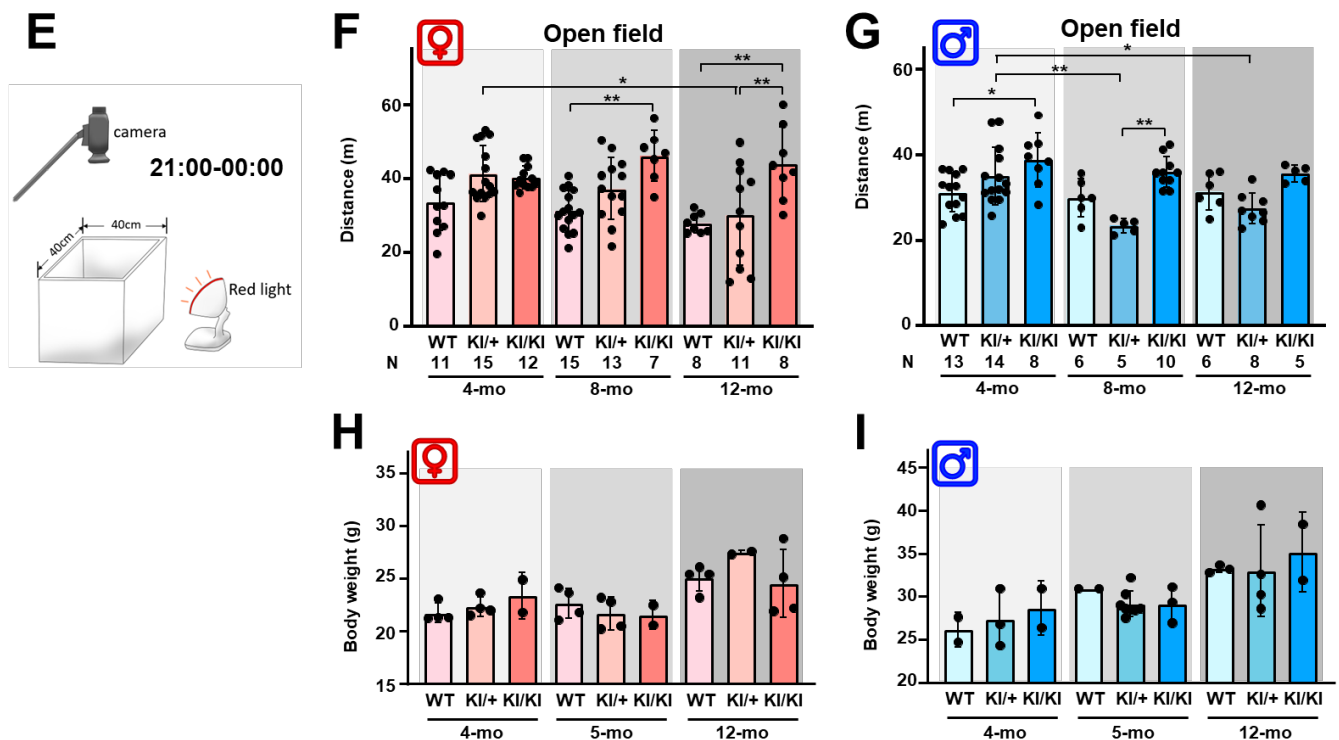

**Figure S1 (continued). Generation of *Kcnd3* F227del knock-in (KI) mice, which display phenotypic defects affecting balance and mobility and resemble the changes in mobility found to affect SCA22 patients.** (E) Device setup for the open field assay. Experiments were conducted during the night time (21:00 - 00:00) to stimulate the natural behavior of mice. (F,G) The total traveling distances of female and male WT, *Kcnd3* F227del KI/+, and KI/KI mice during the open field assay. (H,I) Growth curves for the female and male WT, *Kcnd3* F227del KI/+ and KI/KI mice at 4, 5 and 12 months of age. Mean  $\pm$  SD. Statistical analyses were performed using one-way ANOVA corrected with Bonferroni's multiple comparison test to assess statistical differences. \* $p$ <0.05; \*\* $p$ <0.01.

Figure S2

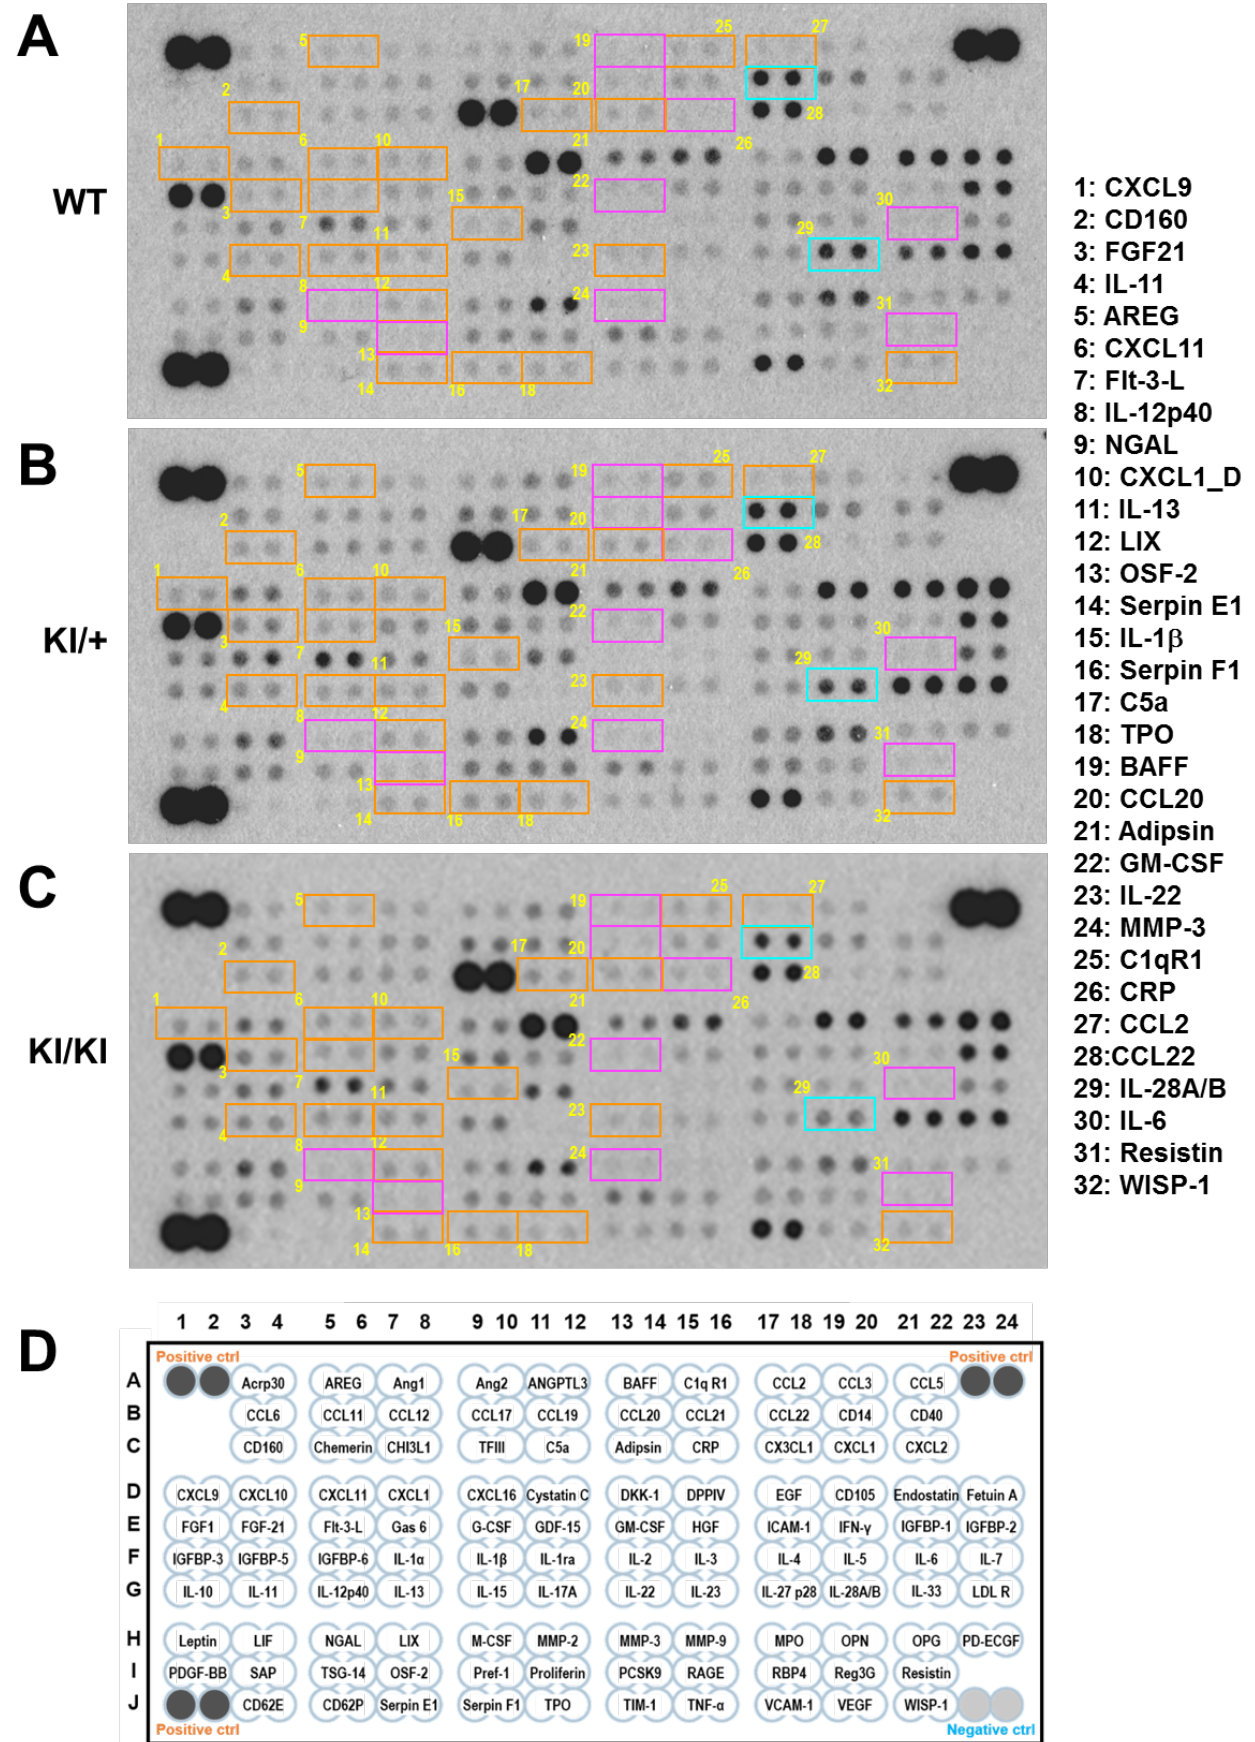

**Figure S2. Cytokine array analysis of cerebellar lysates from WT, *Kcnd3* F227del KI/+ and KI/KI mice.** (A–C) Images of the cytokine array assays using cerebellum lysates from (A) WT, (B) *Kcnd3* F227del KI/+ , and (C) KI/KI mice when 10 weeks old. (D) Map of the cytokines array.

**Figure S3**

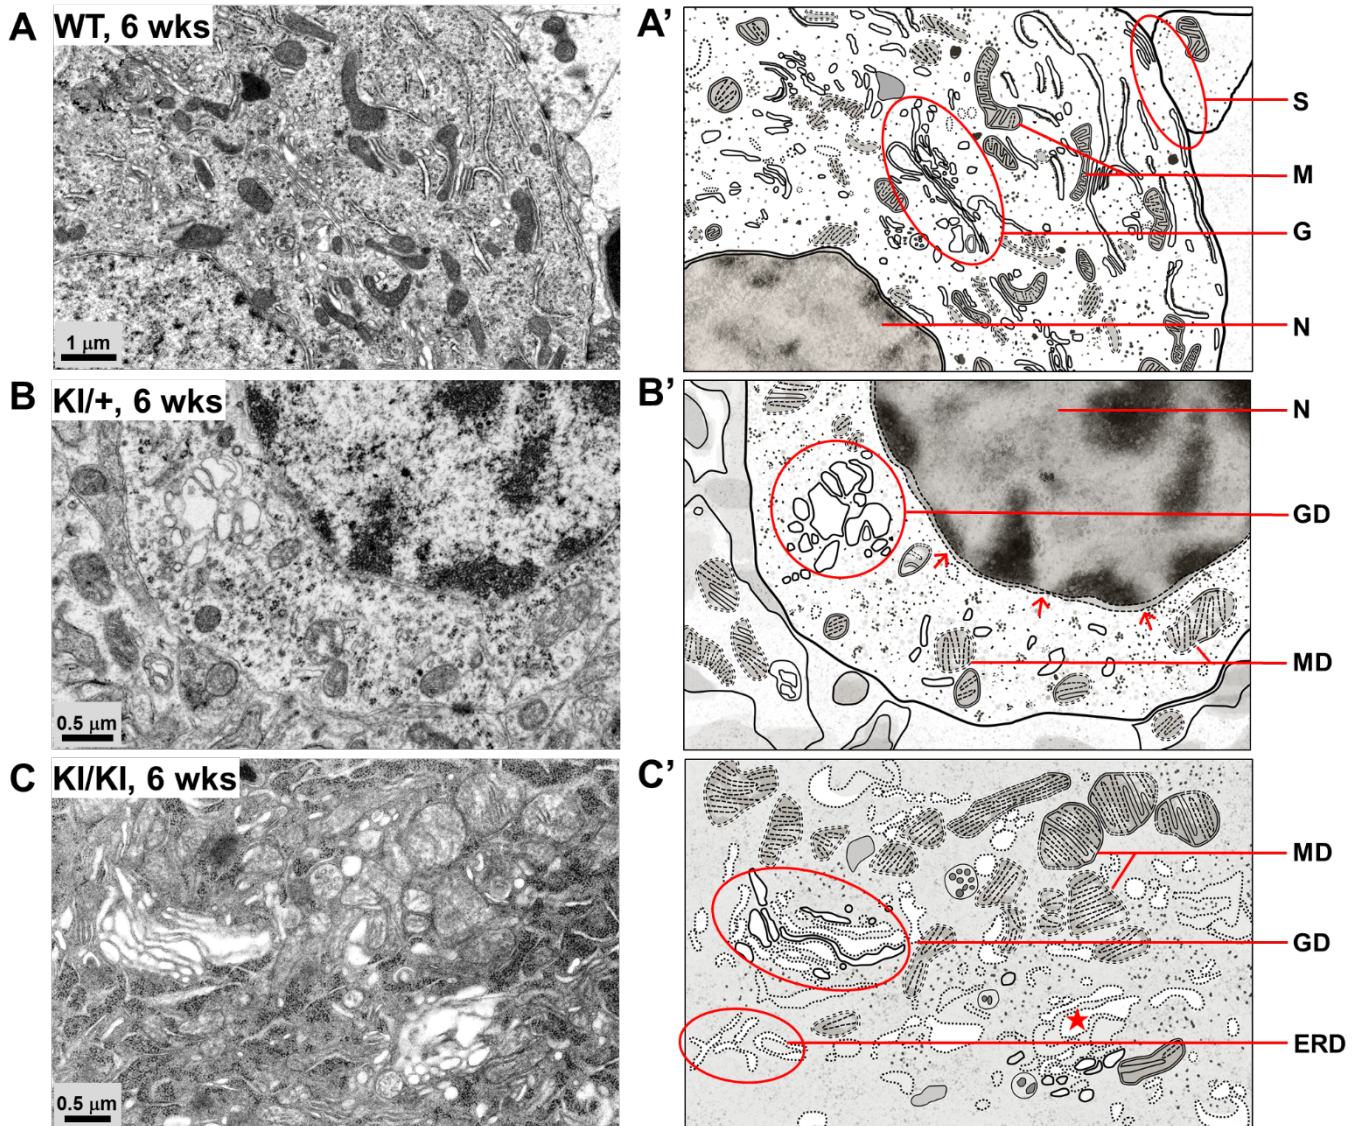

**Figure S3. The Kcnd3 F227del mutation causes obvious degeneration of the Golgi apparatus, mitochondria and ER in the Purkinje cells at 6 weeks of age. (A)-(C)** Representative TEM images of Purkinje cells in the WT (A), Kcnd3 F227del KI/+ (B) and KI/KI (C) mice. **(A')-(C')** Schematic representation of the TEM images (1:1 ratio) shown in A-C. Abbreviations: S, synapse; G, Golgi apparatus; GD, Golgi degeneration; M, mitochondria; MD, mitochondria dilation; N, nucleus; ERD, ER dilation; ★, ER, stress; red arrow, breakdown of nuclear envelope.

Figure S4

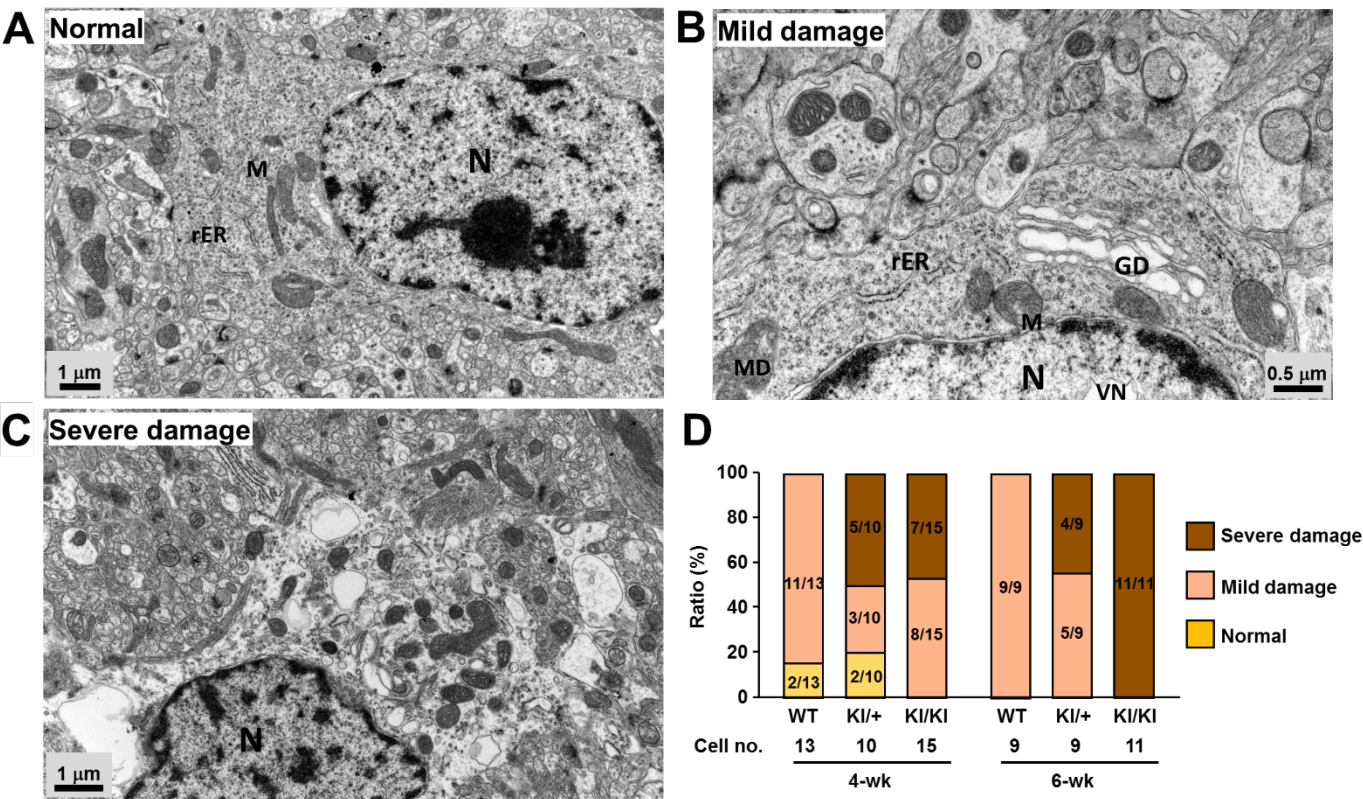

**Figure S4. The *Kcnd3* F227del mutation leads to the degeneration of the Golgi apparatus, mitochondria and ER in the Purkinje cells at 4 and 6 weeks of age.** (A) Representative image of Purkinje cell with normal morphology. (B) Representative image of Purkinje cell with mild damage, including Golgi degeneration (GD) and mitochondrial degeneration (MD). (C) Representative image of Purkinje cell with severe damage; this contains a large area of Golgi and mitochondrial degeneration, as well as necrotic cytoplasm. (D) The ratio of Purkinje cells exhibiting normal ultrastructure, mild damage, and severe damage in the cerebellum of the WT, *Kcnd3* F227del KI/+, and KI/KI mice when 4 and 6 weeks old. N, nucleus; rER, rough endoplasmic reticulum; VN, vacuole of nucleus.

**Figure S5**

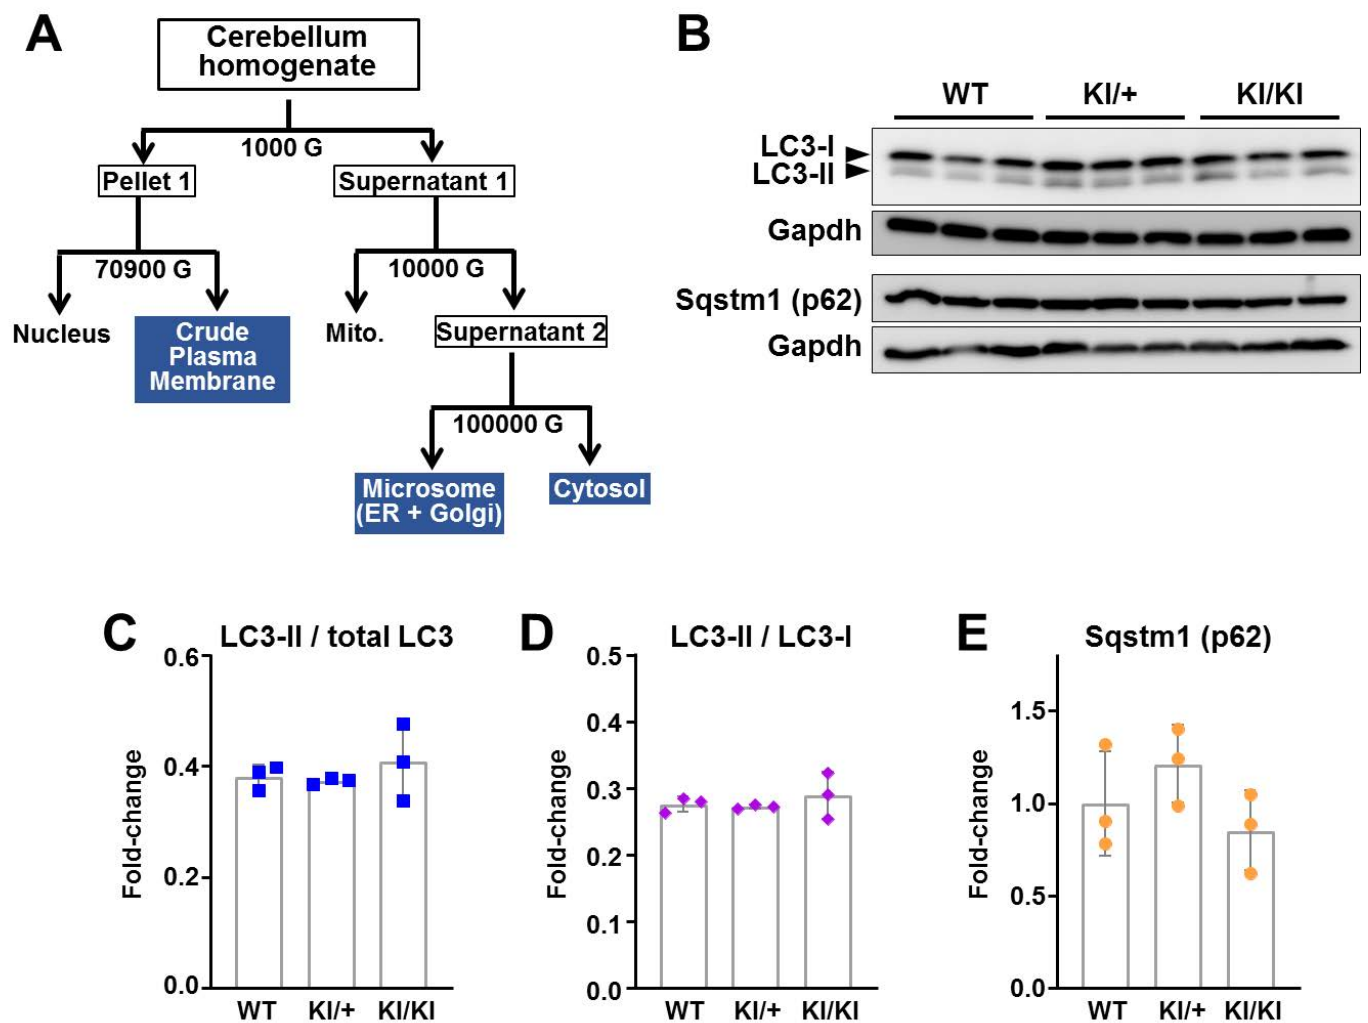

**Figure S5. Subcellular fractionation workflow and western blot analyses for autophagy markers in the cerebellums of WT, *Kcnd3* F227del KI/+ and KI/KI mice.**

(A) The protocol used for the subcellular fractionation experiment. (B) Western blot analyses for various autophagy markers, namely LC3-I and LC3-II, as well as p62, using tissue lysates obtained from WT, *Kcnd3* F227del KI/+ and KI/KI male mice at 6 weeks of age. (C) Ratio of LC3-II/total LC3 protein in panel B. (D) Ratio of LC3-II/LC3-I in panel B. (E) Protein level of p62 (normalized to Gapdh) in panel B.

Figure S6

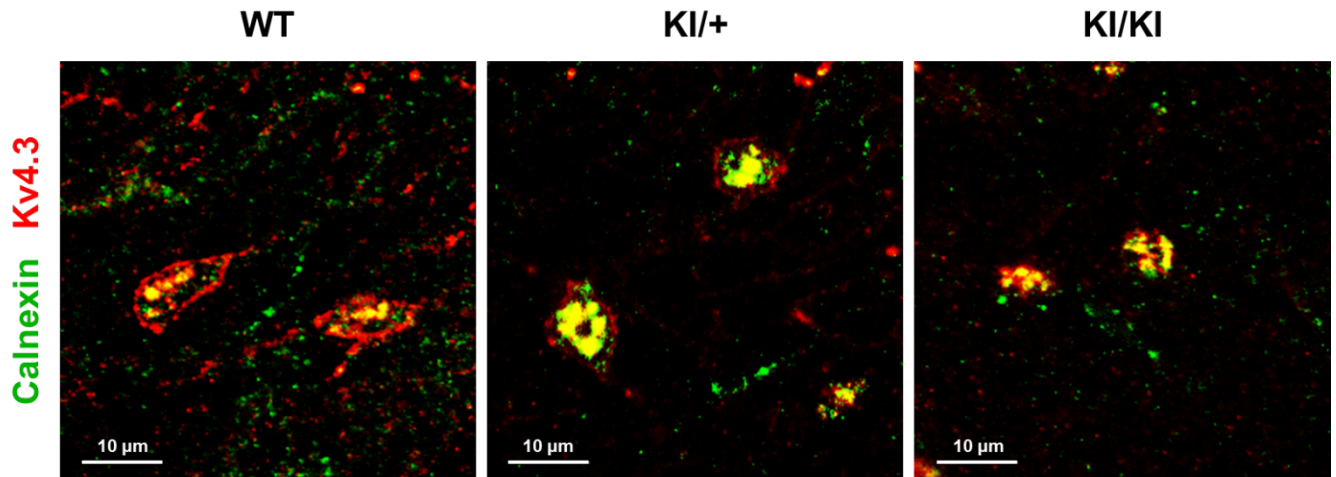

Figure S6. The *Kcnd3* F227del mutant protein was retained in the ER of neurons from the molecular layer of the cerebellum. Immunofluorescence staining for Kv4.3 and Calnexin (marker for the ER) in the molecular layer of cerebellums of WT, *Kcnd3* F227del KI/+ and KI/KI female mice at 4.5 months of age.

**Figure S7**

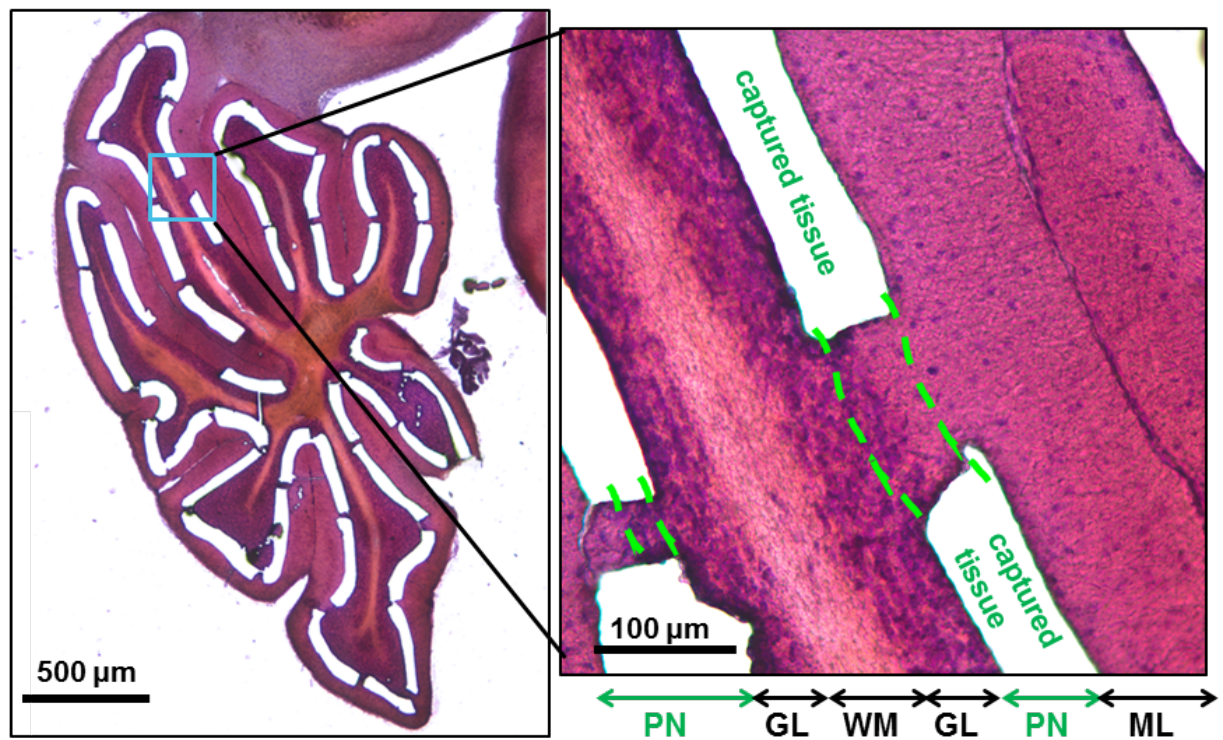

**Figure S7. Histological analysis of post-laser captured cerebellar tissue.** H&E staining revealed that the captured tissues mainly consist of Purkinje cell bodies. PN, Purkinje neurons; GL, granular layer; WM, white matter; ML, molecular layer.

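Whether the captured tissue differed between genotypes could not be tested from marker lists. Lists for 9 cell types and tissues, among them Purkinje cells, granule cells, Bergmann glia and astrocytes, and neurons of the deep nuclei and brainstem, had between 16.7% and 50% of their genes above the expression filter, under the 80% required, so that this check is void. Of the 12 Purkinje cell genes, 4 passed the filter. The most abundant of them were Car8, with 9738 ± 757 (SD, n = 3) CPM in KI/KI and 8173 ± 895 in WT mice, and Calb1, with 6193 ± 486 and 5271 ± 470. Their log2 fold changes were 0.25 (standard error 0.07, FDR 0.174 from edgeR's quasi-likelihood test) and 0.23 (standard error 0.07, FDR 0.197). For each of these genes, 9 of the 10 nearest genes of widely used families had a mean of at least 10 counts. The Purkinje cell gene Pcp2, chosen after its values were seen, had 12 counts over the 9 libraries, and 1 of its 10 nearest genes of these families had a mean of at least 10 counts.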

Figure S8

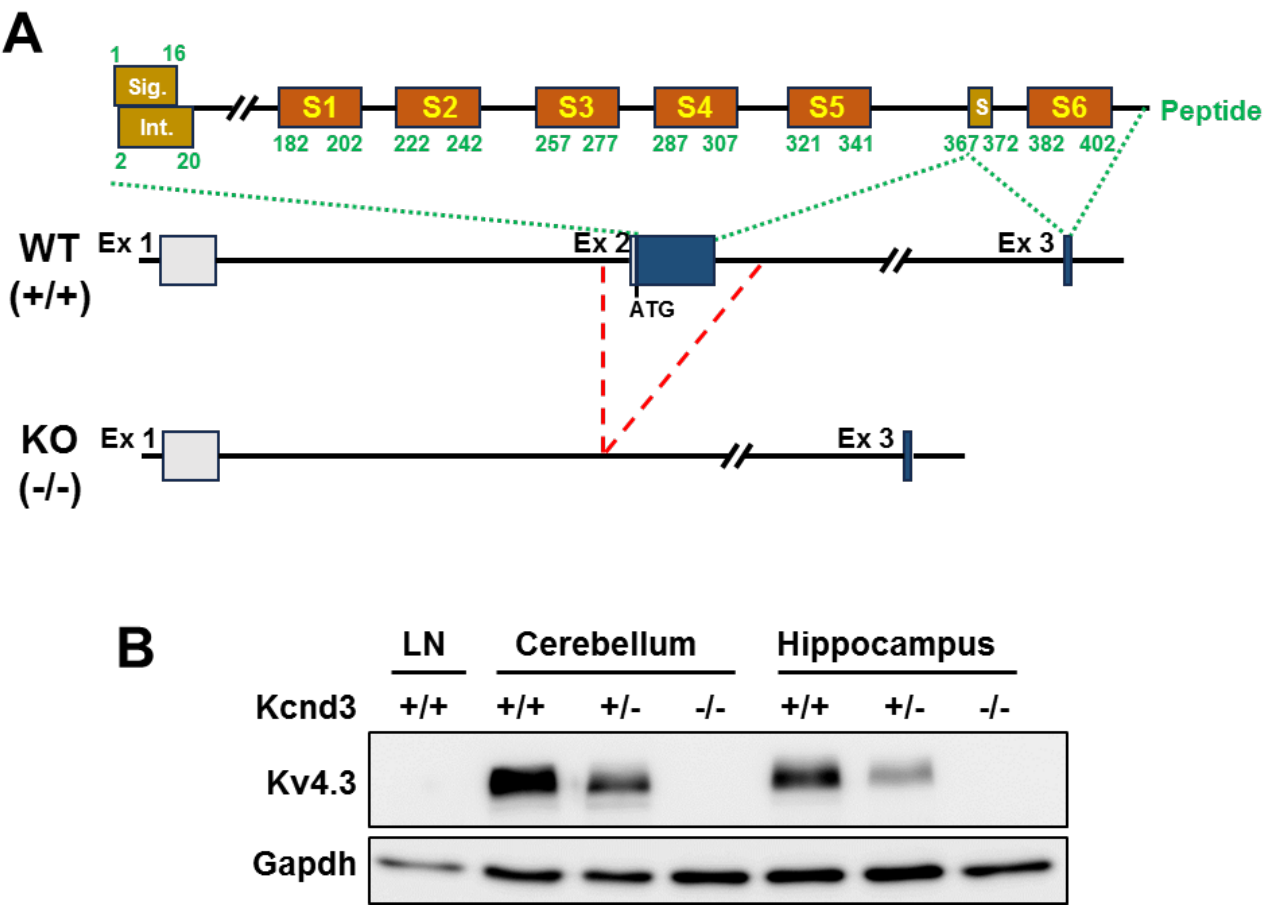

**Figure S8. The *Kcnd3* knockout (KO) mice.** (A) Genomic structure of the *Kcnd3* gene in the WT and *Kcnd3* KO mice. (B) Western blot analysis for the Kcnd3 protein using extracts obtained from the iliac lymph node (LN), the cerebellum, and the hippocampus of WT (+/+), heterozygous *Kcnd3* KO (+/-), and homozygous *Kcnd3* KO (-/-) male mice at 6 weeks of age. Ex, exon; Sig., signal peptide; Int., interaction with KCNIP2; S16, transmembrane region 1–6; S, selectivity filter.

**Table S1. List of antibodies used.**

| Antibody                                     | Supplier                                                         | Catalog number/clone number | Dilution | Experiment                 |
|----------------------------------------------|------------------------------------------------------------------|-----------------------------|----------|----------------------------|
| Monoclonal anti-Calbindin-D-28K              | Sigma (Saint Louis, MO, USA)                                     | C9848/CB-955, monoclonal    | 1:1000   | Immunofluorescent staining |
| Monoclonal anti-calnexin                     | Sigma                                                            | C7617/TO-5, monoclonal      | 1:1000   | Immunofluorescent staining |
| Monoclonal anti-calnexin                     | Sigma                                                            | C7617/TO-5, monoclonal      | 1:5000   | Western blotting           |
| Anti-GAPDH Mouse mAb (6C5)                   | Sigma                                                            | MAB374/6C5, monoclonal      | 1:5000   | Western blotting           |
| Pan-cadherin whole antiserum                 | Sigma                                                            | C3678/Polyclonal            | 1:5000   | Western blotting           |
| Polyclonal anti-Kv4.3                        | Alomone lab (Jerusalem, Israel)                                  | APC-017/Polyclonal          | 1:1000   | Immunofluorescent staining |
| Polyclonal anti-Kv4.3                        | Alomone lab                                                      | APC-017/Polyclonal          | 1:3000   | Western blotting           |
| Polyclonal anti-Kv3.3                        | Alomone lab                                                      | APC-102/Polyclonal          | 1:5000   | Western blotting           |
| Iba1 Polyclonal Antibody                     | Invitrogen (Carlsbad, CA, USA)                                   | PA5-27436/Polyclonal        | 1:2500   | Immunofluorescent staining |
| Anti-phospho-eIF2 $\alpha$ (pSer51) antibody | Sigma                                                            | SAB4504388/Polyclonal       | 1:500    | Immunofluorescent staining |
| Anti-Mouse IgG H&L (Alexa Fluor® 488)        | Abcam (Cambridge Biomedical Campus, Cambridge, UK)               | ab150105/ Polyclonal        | 1:2500   | Immunofluorescent staining |
| Anti-Rabbit IgG H&L (Alexa Fluor® 555)       | Abcam                                                            | ab150074/ Polyclonal        | 1:2500   | Immunofluorescent staining |
| Anti-Goat IgG H&L (Alexa Fluor® 647)         | Abcam                                                            | ab150131/ Polyclonal        | 1:2500   | Immunofluorescent staining |
| AMDEX™ Sheep Anti Mouse IgG-HRP              | GE Healthcare (Chicago, IL, USA)<br>Cytiva, Marlborough, MA, USA | GERPN4201                   | 1:5000   | Western blotting           |
| Rabbit IgG HRP Linked Whole Ab               | GE healthcare                                                    | GENA934                     | 1:5000   | Western blotting           |

How the deposited data were processed for this re-analysis (not part of the article)

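RNA-sequencing counts of laser-microdissected cerebellar tissue from WT, KI/+ and KI/KI mice aged 6 weeks were examined, with 3 libraries per genotype. The authors made the deposited values by aligning the reads and counting them on genes with Rsubread, and they deposited raw counts per gene without normalization. All 9 columns of the table were used. The table lists 56953 genes by versioned Ensembl identifier, and symbols were taken by identifier from GENCODE vM21 (GRCm38), which holds 52029 of them. The paper's text names no genome assembly, annotation, strand setting or rule for reads with several matches, and no position is given for that reason. Total counts per library lay between 1915339 and 4032357, and a gene with 3 counts or fewer in every library of a genotype was taken as at the limit of detection, which covers counting error only.

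Counts were normalized by TMM and tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood method, with all 9 libraries in a single fit without covariates and with genes kept by edgeR's expression filter (a minimum count of 10), 10842 genes in all. The comparisons were KI/KI against WT, KI/KI against KI/+ and KI/+ against WT, together with a trend over the number of mutant alleles. The criteria for a DEG were the study's, a fold-change over 1.3 and an FDR under 0.2 by Benjamini-Hochberg adjustment. The edgeR test, DESeq2 1.42.0 and limma 3.58.1 were tested on simulated counts, in which 200 genes were changed. DESeq2, which the study used, was run as an alternative. Means and SDs are of CPM after TMM normalization. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. The precision of single values is limited by 3 libraries per genotype, with which an exact permutation test cannot give a p under 0.1.

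The rule for the genes named, the gene lists and the alternatives below were set before the data were examined. The genes named are every gene of Fig. 5B together with Kcnd3, Calb1, Map1lc3a, Map1lc3b and Sqstm1; in each comparison the 3 DEGs with the smallest p in each direction among those whose libraries do not overlap between genotypes; Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty; and members of a gene list as examples of their list, the most abundant first. Genes outside this rule are said to have been chosen after their values were seen.

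Gene lists were tested with limma's camera on log2 CPM with a prior count of 2, with fry and an estimated correlation as alternatives. A list was tested with at least 80% of its genes above the filter. Of the 14 lists that do not come from the study, 13 fell short of this and were left out. They were Purkinje cells (4 of 12 genes above the filter), granule cells (5 of 10), molecular layer and Golgi interneurons (4 of 10), Bergmann glia and astrocytes (3 of 10), oligodendrocytes (5 of 10), microglia (2 of 12) and deep nuclei and brainstem neurons (4 of 12). The others were choroid plexus (3 of 8), blood (1 of 5), immediate early genes (5 of 10), the unfolded protein response (10 of 23), Golgi structure and transport (9 of 15) and autophagy (5 of 12). The list of A-type potassium channel partners, with 7 of 8 genes, and 5 lists of the study's own genes were tested.

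The alternatives were DESeq2 on all libraries and on the libraries of each comparison, limma-voom with sample weights, RLE normalization, no count filter, at least 10 counts in every library, fits of the 6 libraries of a comparison, edgeR's robust option, the replicate number as a block, a term for the libraries labelled L1, the L1 libraries alone, an FDR under 0.05, no fold-change limit, counts thinned to the smallest library, and each library left out in turn. Each comparison was repeated on all 10 splits of its 6 libraries into 3 and 3. The replicate numbers were checked for pairing and all 36 pairs of libraries for duplication.

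Whether the counts lie where the genes are was checked with the gene models of GENCODE vM21. In windows of 8 Mb with at least 30 protein-coding genes, the gene models were moved by up to 1.5 Mb in steps of 200 bp, and the logarithm of the counts was correlated with the overlap between the moved exons and protein-coding exons, after the exonic length of the genes was taken out of both. The best correlation was compared with 20 permutations of the counts, and the displacement with that of the neighbouring window, within 25 kb. The 933 genes of widely used families were left out of this scan and kept for a second check. The statistic of the scan and the list of families were settled after earlier versions had been run on these counts. The scan cannot tell a window whose gene models are in place from a window without a result. On simulated counts the scan found the displacement put in for 111 of 245 windows, and where none was put in, 14 of 245 windows exceeded every permutation and 1 of 182 neighbouring pairs shared a displacement. No gene was reassigned.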

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

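The tests on Y-linked genes and the use of single genes for the shares of cell types were chosen after the results had been seen, and the other tests in this part were set before the data were examined.

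All 9 libraries are labelled female, and the paper states the same of the mice in Fig. 5, yet Y-linked genes held counts in 8 of them, in data that the paper does not discuss. The supplement says that both sexes were sequenced, with triplicates of each, and no library labelled male was analysed here. The lowest count in these 8 libraries was 663 for Ddx3y, 619 for Eif2s3y, 430 for Kdm5d and 273 for Uty, against a limit of 3 counts for a gene that is absent, whereas KI/KI replicate 3 had between 0 and 2 counts of each. Reads shared with X-linked paralogs are argued against, because KI/KI replicate 3 would then hold such reads as well and its highest count over the 4 genes was 2. The same values argue against all 9 libraries holding RNA of female mice alone, also if gene models on the Y chromosome are displaced. For the 8 libraries, mice of another sex than labelled, or an exchange of libraries between the sexes, cannot be told apart from a mixture of tissue or RNA from both sexes. Xist, which would part these, had 207 to 532 counts in all 9 libraries (353 in KI/KI replicate 3), but 0 of the 10 nearest genes of widely used families had a mean of at least 10 counts, so that counts under its name may not be reads of that gene. Whether the other 8 libraries are mislabelled, exchanged or mixed, they differ in Y-linked counts from KI/KI replicate 3. Sex is therefore part of both KI/KI comparisons. Without that library, KI/KI against WT mice gave 24 down-regulated and 0 up-regulated DEGs (295 genes higher at an unadjusted p under 0.05), and KI/KI against KI/+ mice gave 10 and 1.

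DEGs outside Fig. 5B were found in both KI/KI comparisons. In KI/KI against WT mice they were 106 down-regulated and 19 up-regulated genes, and in KI/KI against KI/+ mice 16 down-regulated and 9 up-regulated genes. The up-regulated DEGs with the smallest p were Gm5917, A930040O22Rik and Elp4 against WT mice (log2 fold changes 0.82, 0.44 and 0.48; FDR 0.0718, 0.0793 and 0.117 from edgeR's quasi-likelihood test) and Gm17081, A930040O22Rik and Jmjd1c against KI/+ mice (0.42, 0.48 and 0.45; FDR 0.0664, 0.0894 and 0.158). The 3 KI/KI libraries were higher than the libraries compared for each of them. Of the 10 nearest genes of widely used families, 4 had a mean of at least 10 counts for Gm5917, 4 for A930040O22Rik, 6 for Elp4, 10 for Gm17081 and 2 for Jmjd1c. Without WT replicate 2 or without KI/KI replicate 3, 0 genes were up-regulated DEGs against WT mice, with 318 and 295 genes higher at an unadjusted p under 0.05. Of the 10 splits of the 6 libraries, 1 gave as many DEGs as the 144 of KI/KI against WT mice, the real one. The highest count among the other splits was 100. That split had 1085 genes at an unadjusted p under 0.05, as many as the real one. For KI/KI against KI/+ mice, 2 of the 10 splits gave at least the 42 DEGs of the real one. The other of these gave 102, with 1155 genes at an unadjusted p under 0.05 against 1002 in the real split. It set replicate 1 of both genotypes and KI/KI replicate 3 against the other 3 libraries. For KI/+ against WT mice the real split gave 0 DEGs, with 459 genes at an unadjusted p under 0.05, and another split gave 60. With a real count of 0, all 10 splits give at least as many by construction, so that this share is no test. The shares of both KI/KI comparisons cannot fall under 0.1 with 3 libraries against 3. An arrangement of libraries unrelated to the genotype therefore cannot be told apart from a genotype difference by the splits alone. A difference between the genotypes stays open as a biological explanation for the DEGs and was not tested further.

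For the 20 genes of Fig. 5B, lower in KI/KI mice, technical explanations were weighed. A difference in total counts by itself is argued against, since all 20 were still lower in KI/KI than in WT mice after every library had been thinned to the smallest total, with 19 called. Thinning keeps the proportions of genes within a library, so that the direction was largely fixed in advance. Other technical differences between libraries are not tested by it. The lists for cell types could not be tested, and the most abundant genes of 3 of them were looked at instead. Car8 and Calb1 of the Purkinje list had a median log2 fold change of 0.24 in KI/KI against WT mice, with 9 of the 10 nearest genes of widely used families at a mean of at least 10 counts for each. Gfap and Slc1a3 of the list for Bergmann glia and astrocytes had a median of 0.16 (0.19 with a standard error of 0.08 and 0.13 with one of 0.10), with 6 and 8 of 10 such neighbours, and Fgfr3, the other gene of this list above the filter, had -0.05. A share of either cell type low enough for the fall of the 20 genes is argued against by these values, as far as the counts under these names are reads of these genes. In the list for deep nuclei and brainstem neurons, of which 33.3% passed the filter, the log2 fold changes were 0.03 for Chat, 0.30 for Slc6a5 and -0.19 for Nefh (standard errors 0.07, 0.11 and 0.11). A lower share of that tissue cannot be told apart from a genotype difference, because 2, 7 and 5 of the 10 neighbours were at that mean, which leaves the names of Chat and Nefh open.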

How the results depend on the processing

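The counts of DEGs moved with the processing more than the log2 fold changes did. With the replicate number as a block, KI/KI against WT mice gave 219 down-regulated and 66 up-regulated DEGs, KI/KI against KI/+ mice 96 and 68, and the trend over mutant alleles 196 falling and 62 rising genes, and every DEG of the fit without the block was called again. The replicate numbers do not pair the libraries throughout: the correlations of deviations between libraries with the same number were 0.20 to 0.24 for replicate 1, 0.04 to 0.16 for replicate 2 and -0.02 to 0.08 for replicate 3. Between KI/+ and WT mice the block gave 0 DEGs, with 316 genes lower and 271 higher at an unadjusted p under 0.05, and the A-type potassium channel partners passed 0.05 there (median log2 fold change 0.13, adjusted p = 0.0196 under the block and 0.0736 without it).

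With DESeq2 on all libraries, the counts were 36 down-regulated and 2 up-regulated DEGs in KI/KI against WT mice, 19 and 16 in KI/KI against KI/+ mice, and 7 rising genes in the trend. With DESeq2 on 2 genotypes they were 13 and 1 against WT mice, 16 down-regulated against KI/+ mice and 1 down-regulated in KI/+ against WT mice. Limma-voom with sample weights gave 236 and 69 against WT mice, 18 up-regulated against KI/+ mice, and 199 falling and 55 rising genes in the trend. With no count filter there were 219 and 42 DEGs against WT mice, 93 and 58 against KI/+ mice, 32 and 6 in KI/+ against WT mice, and 222 falling and 52 rising genes. In fits of the 2 genotypes alone, 31 genes were up-regulated against WT mice, and 17 were down-regulated and 2 up-regulated against KI/+ mice. The robust option gave 31 up-regulated DEGs against WT mice and 23 against KI/+ mice. With the L1 libraries alone, 2 per genotype, there were 27 and 1 DEGs against WT mice, 1 up-regulated DEG against KI/+ mice, and 11 falling and 0 rising genes (255 rising at an unadjusted p under 0.05). At an FDR under 0.05 the counts were 24 and 0 against WT mice, 10 and 0 against KI/+ mice, and 21 falling and 0 rising genes, with 468, 463 and 459 genes higher or rising at an unadjusted p under 0.05. With no fold-change limit, 45 genes were up-regulated against WT mice and 33 rose in the trend. Thinning to the smallest library gave 15 up-regulated DEGs against KI/+ mice. The cause was not tested for these changes, except that the L1 libraries are fewer and that the last thresholds select differently by construction. RLE normalization, the L1 batch term and at least 10 counts in every library left all 8 counts within 1.5 times their values.

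Across the 9 fits that each left out a library, the DEGs of KI/KI against WT mice ranged from 21 (without WT replicate 2) to 239 (without WT replicate 1) down-regulated and from 0 (without WT replicate 2 or KI/KI replicate 3) to 88 up-regulated genes. Those of KI/KI against KI/+ mice ranged from 9 (without KI/+ replicate 2) to 57 (without KI/KI replicate 2) and from 1 to 19, those of KI/+ against WT mice from 0 to 27 and from 0 to 6, and the trend from 15 to 236 falling and from 0 to 94 rising genes. Each upper end apart from 57 came without WT replicate 1.

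All 40 log2 fold changes of the 20 genes of Fig. 5B in both KI/KI comparisons kept their sign wherever they could be computed. Over the 50 results for named genes and all alternatives, 129 values were no longer called, 46 of them with DESeq2 and 57 with a library left out, and 9 were newly called. The reversed values belong to the genes and the list named next. In KI/KI against WT mice, Kcnd3 ranged from -0.80 to 0.15 and Map1lc3b from -0.41 to 0.074 with a library left out. The median of the A-type potassium channel partners in KI/KI against KI/+ mice changed from -0.07 to 0.0078 with no count filter, 0.059 with at least 10 counts in every library and 0.022 with thinning, and ranged from -0.16 to 0.029 with a library left out. The robust option was not run for the gene lists, because their test has no such setting. The number of counts limits results for genes of low count: Kcnd3 had 104 counts in all under its name. DESeq2's filter removed most of the genes of Fig. 5B that it did not call, among them Ankrd6 with 1733 counts over the 9 libraries.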

Differences from the paper's values

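In KI/KI against WT mice, 125 genes were down-regulated DEGs against the paper's 20 in its text and about 18 in Fig. 5A, read by eye. Of the alternatives set before the data were examined, those that came within 1.5 times the paper's 20 were the L1 libraries alone (27), an FDR under 0.05 (24), and the fits without WT replicate 2 (21), without WT replicate 3 (26) and without KI/KI replicate 3 (24). For the count of Fig. 5A the same settings and DESeq2 on 2 genotypes (13) came within that range. The others did not, among them DESeq2 on all libraries (36).

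In KI/KI against KI/+ mice, 33 genes were down-regulated DEGs against the paper's 6. The fit without KI/+ replicate 2 (9) came within 1.5 times the paper's count, and none of the other alternatives did, DESeq2 (19) and DESeq2 on 2 genotypes (16) among them.

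The symbol colors of Fig. 5B mark the comparisons in which its 20 genes were DEGs. The paper's text gives 20 down-regulated DEGs of KI/KI against WT mice. Scara3 was not a DEG in that comparison (FDR 0.241), and it became so with no count filter, with the replicate number as a block, with the robust option, in the fit of 2 genotypes only and without KI/+ replicate 3, and over all alternatives with a value its FDR ranged from 0.0266 to 0.675. In Fig. 5B the color of Klhl10 marks it as a DEG against KI/+ mice alone, whereas its FDR against WT mice was 0.0497. With DESeq2 on all libraries or on 2 genotypes, with the L1 libraries alone, without WT replicate 3 and without KI/KI replicate 3, Klhl10 was not a DEG against WT mice. The figure marks most of its genes as DEGs of a single comparison. In edgeR's fit of all 9 libraries, by contrast, 16 of the 20 were DEGs of both KI/KI comparisons. This contrast depends on the setting. DESeq2 on all libraries called 10 of them in each comparison, and DESeq2 on 2 genotypes called 4 against WT and 7 against KI/+ mice. Without KI/+ replicate 2 or without KI/KI replicate 3, 9 were called against KI/+ mice. With the replicate number as a block, 20 were called against WT and 18 against KI/+ mice.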

Other observations

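The tests on low counts of widely used families, on replicate 1 and on KI/+ replicate 3 were chosen after the results had been seen, and the statistic of the first was settled after earlier versions had been run on these counts.

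Genes of widely used families had few counts: 60.2% of 933 protein-coding genes had a mean under 10 counts per library. A candidate explanation is that the reads were aligned to an assembly and counted with gene models of another, so that part of the counts carry the name of a neighbour. Moving the gene models of GENCODE vM21 along the chromosomes of GRCm38 raised the correlation between counts and exon overlap above every permutation in 198 of 245 windows, where 11.7 would by chance. Of 182 neighbouring pairs of windows, 93 shared their best displacement within 25 kb, against at most 6 in permuted counts. Genes of widely used families had been left out of that scan. In the 139 windows that shared a displacement with a neighbour, 87.3% of the 213 gene models that landed on such a gene when moved had a mean of at least 10 counts, against 37.2% of those that did not, and against 42.1% of the family members under their own names. Low depth is argued against by the median of these landing gene models, 212.6 counts per library, and reads lost to pseudogenes or paralogs by the same share of 87.3%. Counting on the other strand is argued against by the moved gene models that landed on such a gene of their own strand, of which 89.2% of 102 had that mean, with 85.0% of 107 for the other strand. The table also lists 4924 identifiers that GENCODE vM21 does not hold, and 3507 genes of GENCODE vM21 are not in the table. On simulated counts the scan found 45.3% of the displacements put in, and it cannot tell windows in place from windows without a result. An annotation of a later assembly was not used here, and no gene was reassigned, so which names are affected stays open. Of the 20 genes of Fig. 5B, 9 had at most 5 of the 10 nearest genes of widely used families at a mean of at least 10 counts, and 6 had at least 8 (Pdzd2, Tac1, Basp1, Tox, Tmem215 and Ankrd6). The differences between genotypes are differences in counts and do not depend on the names, whereas their reading by function does. No biological explanation was tested, since the low counts are found in all genotypes.

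In each genotype, 5 genes were more than 2-fold higher in replicate 1 than in every library of the other replicate numbers, and none set replicate 2 or 3 apart in this way. They were Filip1l, Apbb1ip, Vmn2r17, Rnf219 and Gm42768, chosen after their values were seen, and they held 2.10% of all counts with fold differences of 2.87 to 5.99. Of the 10 nearest genes of widely used families, 3 had a mean of at least 10 counts for Filip1l, Apbb1ip and Vmn2r17 and 4 for Rnf219. A batch shared by the replicate 1 libraries may be the source: without these genes the replicate 1 libraries still deviated together, with correlations from 0.18 to 0.23 over 10837 genes. No biological explanation was tested, as the design names none for the replicate number.

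KI/+ replicate 3 was the lowest of the KI/+ libraries for 17 of the 20 genes of Fig. 5B, and below every WT library as well for 14. Over the 160 genes lower in KI/KI than in WT mice in a fit of those genotypes alone, KI/+ replicate 3 was nearer to the KI/KI mean at 57.5%, KI/+ replicate 1 at 30% and KI/+ replicate 2 at 32.5%. For a KI/KI library left out of the choice of genes and of the mean, the shares were 75%, 63.0% and 96%, and for WT libraries left out in the same way they were 55.5%, 8.82% and 10.8%. A mislabelled sample cannot be told apart from variation between captures, because 57.5% lies between the highest of the WT shares, that of replicate 1, and the lowest of the KI/KI shares. With KI/+ replicate 3 left out, 189 genes were down-regulated in KI/KI against WT mice and 52 in KI/KI against KI/+ mice.

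Among the 36 pairs of libraries, the difference per degree of freedom of a chi-square test was lowest for WT replicates 2 and 3 (1.29) and for replicate 1 of WT and KI/+ mice (1.47), and the highest was 13.0. The test covers counting error only, so that reads of a single library sequenced in parts would give a value near 1. Whether libraries share a mouse or RNA cannot be decided by it.

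Genes of autophagy proteins had these log2 fold changes in KI/KI against WT mice: 0.24 for Sqstm1 (standard error 0.10, FDR 0.456 from edgeR's quasi-likelihood test) and -0.18 for Map1lc3b (standard error 0.26, FDR 0.878). Map1lc3a had 0 counts in all 9 libraries. Of the 10 nearest genes of widely used families, 3 had a mean of at least 10 counts for Sqstm1, 6 for Map1lc3b and 3 for Map1lc3a. The list of A-type potassium channel partners had a median log2 fold change of 0.12 in KI/KI against WT mice (adjusted p = 0.180 from limma's camera test), -0.07 in KI/KI against KI/+ mice (adjusted p = 0.795) and 0.13 in KI/+ against WT mice (adjusted p = 0.0736). Without WT replicate 1 the values against WT mice were 0.18 (adjusted p = 0.0115) for KI/KI and 0.25 (adjusted p = 0.00280) for KI/+ mice. With limma-voom and sample weights the list was at 0.20 (adjusted p = 0.0174) in KI/+ against WT mice, and over all alternatives the adjusted p reached 0.831 for KI/KI and 0.683 for KI/+ mice. Of the 10 nearest genes of widely used families, 9 had a mean of at least 10 counts for Kcnd2 and 6 for Kcnip3. The number was 5 for Kcnip2, 4 for Kcnip1 and 2 for each of Kcnd1, Kcnip4 and Dpp6. Counts under the names of most list members may therefore not be reads of these genes.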
